# Gene Expression Networks Underlying Ovarian Development in Wild Largemouth Bass (*Micropterus salmoides*)

**DOI:** 10.1371/journal.pone.0059093

**Published:** 2013-03-20

**Authors:** Christopher J. Martyniuk, Melinda S. Prucha, Nicholas J. Doperalski, Philipp Antczak, Kevin J. Kroll, Francesco Falciani, David S. Barber, Nancy D. Denslow

## Abstract

**Background:**

Oocyte maturation in fish involves numerous cell signaling cascades that are activated or inhibited during specific stages of oocyte development. The objectives of this study were to characterize molecular pathways and temporal gene expression patterns throughout a complete breeding cycle in wild female largemouth bass to improve understanding of the molecular sequence of events underlying oocyte maturation.

**Methods:**

Transcriptomic analysis was performed on eight morphologically diverse stages of the ovary, including primary and secondary stages of oocyte growth, ovulation, and atresia. Ovary histology, plasma vitellogenin, 17β-estradiol, and testosterone were also measured to correlate with gene networks.

**Results:**

Global expression patterns revealed dramatic differences across ovarian development, with 552 and 2070 genes being differentially expressed during both ovulation and atresia respectively. Gene set enrichment analysis (GSEA) revealed that early primary stages of oocyte growth involved increases in expression of genes involved in pathways of B-cell and T-cell receptor-mediated signaling cascades and fibronectin regulation. These pathways as well as pathways that included adrenergic receptor signaling, sphingolipid metabolism and natural killer cell activation were down-regulated at ovulation. At atresia, down-regulated pathways included gap junction and actin cytoskeleton regulation, gonadotrope and mast cell activation, and vasopressin receptor signaling and up-regulated pathways included oxidative phosphorylation and reactive oxygen species metabolism. Expression targets for luteinizing hormone signaling were low during vitellogenesis but increased 150% at ovulation. Other networks found to play a significant role in oocyte maturation included those with genes regulated by members of the TGF-beta superfamily (activins, inhibins, bone morphogenic protein 7 and growth differentiation factor 9), neuregulin 1, retinoid X receptor, and nerve growth factor family.

**Conclusions:**

This study offers novel insight into the gene networks underlying vitellogenesis, ovulation and atresia and generates new hypotheses about the cellular pathways regulating oocyte maturation.

## Introduction

Female teleost fishes show remarkable diversity in reproductive strategies. Some reproductive strategies include continuous and semi-synchronous spawning, sex reversal, and synchronous or simultaneous hermaphroditism. Fish that are fractional spawners develop eggs rapidly for fertilization over relatively short time scales (days to weeks) while synchronous spawning fish develop their eggs gradually over an entire breeding cycle (months). Despite the wide diversity in reproductive strategies, there are characteristic morphological and physiological changes that occur as the oocytes grow and mature. In general, active nuclear transcription and DNA recombination drives meiotic divisions of oogonia during primary growth phases of development. The primary oocyte stage is characterized by the formation of the follicle including the granulosa cells, which surround the oocyte, the basal lamina, produced by the granulosa layer and the theca cells including blood vessels. Also, one can discern the beginning of formation of oocyte microvilli, extending towards the granulosa layer, followed by extensions of microvilli from the granulosa layer towards the oocyte. During this phase, meiosis is arrested at the diplotene stage of prophase I and the oocyte is characterized by intensive mRNA transcription [1]. Towards the end of this phase, cortical alveoli are visible in the cytoplasm of the growing oocytes and the network of microvilli extending both from the oocyte and the granulosa towards each other is well formed and there is a distinguishable outer zona radiata layer around the oocyte. Primary oocytes progress into secondary growth phase and are characterized by active uptake of nutritional resources including the egg yolk precursor protein vitellogenin (Vtg) and lipids and active deposition of the zona radiata interna. The significant increase in the rate of Vtg uptake is also associated with a marked increase in cell size. In early stages of oocyte maturation, yolk globules become distinct and visible, eventually fusing into a large, single globular yolk formation that precedes germinal vesicle breakdown and final oocyte maturation and ovulation. In some cases, atresia may occur in which the oocyte is reabsorbed prior to ovulation. Atresia can occur at any stage of oocyte development and this process can be influenced by environmental factors and the individual’s physiological status.

Transcriptomics-based studies in the teleostean ovary have provided valuable insight into the molecular events leading to ovulation. In many cases, the transcriptional response can be associated with the physiological and morphological changes that are occurring in the ovary. Gene expression studies have been performed in teleost fishes with different reproductive strategies, including both fractional and seasonal spawners [2]–[10]. Largemouth bass (LMB) (*Micropterus salmoides*) are widely distributed throughout the southern continental USA. LMB have significant economic value because they are highly prized in the sport-fishing industry, in addition to being ecologically important as apex predators in their freshwater environments. LMB are semi-synchronous reproducers and many populations in central Florida typically spawn during mid to late spring (end of March-early April) when water temperatures are approximately 75°F. Floridian LMB sampled in mid-late spring have higher gonadosomatic indices (GSI) when compared to individuals sampled in other seasons, and in the summer months Florida LMB are sexually recrudescent, exhibiting little ovarian development [11]–[12].

The present study uses a transcriptomics-based approach and bioinformatics to characterize the molecular events in the LMB ovary throughout a complete breeding season. Microarray analysis was conducted for eight distinct histological stages in wild female LMB that included ovulated eggs and ovaries that contained atretic oocytes. We point out here that this study was conducted in the whole ovary and not in individual oocytes. The ovarian stages used to categorize individuals reflect the emerging and dominant oocyte stage within the ovary in relation to the total volume of the ovary. LMB offer the opportunity to characterize gene expression patterns at specific points in the reproductive process, since a cohort of maturing eggs go through the process in a synchronous manner. The present study contributes to an increased mechanistic understanding of the gene networks that are activated and inhibited in the teleostean ovary during oocyte development and identifies potential biomarkers of atresia that could be utilized in both aquaculture and ecotoxicology as predictors of disrupted reproductive capabilities in wild populations of fish.

## Methods

### 2.1 Animals and Experimental Design

Adult female and male LMB were collected by electroshocking from October 2005 to April 2007 at Welaka, FL USA (29.48° N, 81.67° W), located approximately 20 miles south of Palatka, FL on the St. John’s River in an area that is considered to be relatively free from the influence of industrial effluent and agricultural runoff [11]. The period between sampling events ranged from 4–5 weeks and amounted to one sampling event per month. All wild fish were collected in conjunction with colleagues from Florida Fish and Wildlife Conservation Commission and the UF IACUC approved all animal-handling procedures.

Approximately 10 males and 10 females were collected during each sampling period. At the time of capture, 3–5 ml of blood was drawn from the caudal vein using a heparinized vacutainer and stored on ice for Vtg and steroid measurements. Body weight (g), body total length (tip of the mouth to tip of the tail; mm), and gonad weight (±0.01 g) were recorded. Gonadosomatic index (GSI) was calculated for all individuals as [gonad weight/absolute body weight] X 100%. Multiple tissues were harvested at time of dissection for different studies and included brain, liver, ovary or testes, pituitary, and kidney. Tissues were frozen in liquid nitrogen in the field and stored in the laboratory at −80°C until processed for microarray analysis. Ovulated eggs (clear and gold in color), when present in the tissues, were collected directly from an excised ovary by cutting, along the longitudinal plane and flash frozen in liquid nitrogen. All microarrays were performed on ovary tissue except for a set performed on ovulated eggs (OV).

### 2.2. Histology and Staging of LMB Ovaries

Ovaries were fixed in buffered formalin, 1∶20 dilution (Protocol®, Fisher Scientific, MI, USA) and then embedded in plastic and cut into 4 µm sections. Staining of the ovary was done with standard hematoxylin and eosin. Female LMB ovaries were categorized into eight ovarian stages based on histology following the categories described by Grier et al. [13] and used previously by us [12]. The stages included primary growth stages of perinuclear (PN) and cortical alveoli (CA), early vitellogenesis (eVtg), late vitellogenesis (lVtg), early oocyte maturation (eOM), late oocyte maturation (lOM), ovulation (OV), and atresia (AT). The LMB ovary starts out in the fall in the PN state. As environmental temperature decreases, cohorts of oocytes progress through the various stages together, with one cohort leading the way, but followed by additional cohorts of eggs that appear to mature together. Therefore, at any time after the process starts, the ovary is heterogeneous and contains eggs at different stages of development. Ovarian stages of females were classified based on the most prevalent oocyte stage as determined by visual analysis of histological slides at 2×, 10× and 40× magnifications.

### 2.3 Plasma Vitellogenin and Plasma Steroid Levels

Concentrations of plasma Vtg were determined by Enzyme-Linked Immunosorbent Assay (ELISA) using monoclonal antibody, 3G2 (HL1393) as previously described [14]. The limit of detection for the LMB Vtg ELISA was 0.001 mg/mL. All assays were performed in triplicate and reported as the mean of the three measurements. The coefficient of variation was <10% for all samples analyzed. Inter and intra-assay variability were <10%, and <5%, respectively.

Plasma steroids were evaluated after extracting plasma samples with n-butylchloride (Acros Organics) as previously described [15]. Extraction efficiency for each sample was determined by spiking in 65 µL of 50 nCi/mL [^3^H]estradiol or [^3^H]testosterone (Amersham, specific activity of 44 and 73 Ci/mmol, respectively) prior to extraction. Sex steroid levels were determined by ELISA (Immuno-Biological Laboratories, Minneapolis, MN) as previously described [15]. The limit of quantitation for E_2_ and T was 20 pg/mL and 25 pg/mL, respectively. Intraday coefficient of variation was less than 5% across all standards, ranging from 0 to 4.5% as measured for each assay.

### 2.5 Transcriptomic Profiling

Custom LMB oligonucleotide microarrays were designed by the Denslow laboratory [16] and printed in the format of 8×15 K by Agilent (Santa Clara, CA, USA) (GPL13229). Gene annotation was performed by BLAST against the NCBI NR and NT databases. Only well-annotated transcripts (NR e value<10^−4^) were used for pathway analyses.

Gene expression analysis was performed with four biological replicates for each ovarian stage (N = 32 microarrays). Total RNA for microarray analysis was extracted from LMB ovary samples using RNA STAT-60 reagent (TEL-TEST Inc., Friendswood, TX, USA). RNA purity and quantity were measured using the NanoDrop ND-1000 (Nanodrop Technologies, Wilmington, DE) and RNA integrity was evaluated using the Agilent 2100 BioAnalyzer (RNA 6000 Nanochip) and had average RNA integrity values ± SD of 8.9±0.48; RINs>8). Microarray hybridizations were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol using Cyanine 3 (Cy3). Microarrays were scanned at 5 µm at both 10 and 100 PMT (Agilent G2505 B Microarray Scanner), as previously described [17]. All raw microarray data for this experiment have been deposited into the NCBI Gene Expression Omnibus (GEO) database (series GSE32930; platform GPL13229).

### 2.6 Bioinformatics

Raw expression data were analyzed by two different methods. *Method 1:* ANOVA using JMP® Genomics v4.0 software. Raw intensity data for each microarray was normalized using LOESS normalization with a smoothing factor of 0.2 or by Quantile normalization and the two methods were in close agreement in identifying differentially expressed transcripts. The two normalization procedures identified >90% of the same transcripts as differentially expressed and a regression of fold-change estimates between the two normalization methods for transcript fold change was R^2^>0.95. One microarray slide in the atresia group had a low global intensity signal relative to all other slides and was removed from all downstream analyses. Differentially expressed transcripts from one stage to the next were identified using a one-way analysis of variance (ANOVA) followed by an FDR (5%) post hoc test for multiple comparisons.

*Method 2: Significance analysis of microarrays (SAM*). To identify genes which may change as a result of a linear sequential development we performed a SAM [18] time course analysis. Here each developmental sequence is summarized by a slope and genes are identified through a standard one class SAM analysis. Genes identified by this approach will show a gradual increase or decrease in their expression over the different developmental stages. Because this approach does not generate fold changes, the fold change was measured as the difference between the highest and the lowest expression value over all ovarian stages. In order to simplify the analysis, we assumed that oocyte development would progress in a linear fashion towards ovulation or towards atresia. Therefore, there were two analyses that included the following trajectories based upon two different scenarios for a maturing oocyte: (A) PN -> CA -> eVtg -> lVtg -> eOM -> lOM -> OV and (B) PN -> CA -> eVtg -> lVtg -> eOM -> lOM -> AT. SAM identifies those transcripts that are most likely to significantly change over time. Attention was given to receptor mRNAs in the ovary to identify putative signaling pathways involved in oocyte development and maturation.

Hierarchical clustering was performed in JMP Genomics, using the Fast Ward algorithm. For some analyses, data sets for primary growth stages (PG and CA), vitellogenesis (eVtg and lVtg), and maturation (eOM and lOM) were combined to strengthen the power of the bioinformatics analysis. OV and AT remained separate. Functional enrichment was conducted in JMP Genomics and an adaptive false discovery rate was applied with 10,000 bootstrap iterations.

PathwayStudio™ 7.1 (Ariadne, Rockville, MD, USA) was used for GSEA. LMB genes were annotated with human homologs using Entrez Gene IDs for pathway enrichment (using RefSeq database and e values<10^−4^). For GSEA, genes were permutated 400 times using the Kolmogorov-Smirnov classic approach as an enrichment algorithm. To broaden the analysis, all pathways were expanded to include cell processes and functional classes (enrichment p<0.05). GSEA was conducted on curated pathways in Pathway Studios. A sub-network enrichment analysis (SNEA) was performed to determine which gene expression networks were differentially activated/inhibited during follicular development.

Described by Subramanian et al. [19], GSEA uses defined gene sets that are based on known biological knowledge, for example gene ontology. Transcripts are ranked as a list based on p-value for example and a Kolmogorov-Smirnov statistical comparison is conducted to determine if a given gene ontology is found more often at the top of the list (i.e. enriched) versus being randomly distributed throughout the list. In contrast, SNEA builds gene networks based on expression relationships or common cell functions among genes. SNEA builds sub-networks beginning with an entity (e.g. gene or protein) that is common among all other entities. An algorithm calculates a background distribution of expression in the gene list. This is followed by a statistical comparison between the sub-network and the background distribution of the gene list obtained from largemouth bass ovary using a Mann-Whitney U-Test. A p-value is generated that indicates the statistical significance of difference between two distributions. This approach has been applied successfully to biomarker discovery in mammals [20] and for gene and protein networks in teleost fishes [21], [22].

### 2.7 Real-Time PCR

Real-time PCR assays for membrane progestin receptor alpha (mPR-α,) growth hormone receptor 1(ghr-1), luteinizing hormone receptor (lhr), and follicle-stimulating hormone receptor (fshr) were developed because of their key roles in oocyte development. Transcripts for mPR-α and ghr were present on the microarray. Total RNA used for real-time PCR was DNase treated with DNAse TURBO (Ambion, Austin, Texas, USA) as per manufacturer’s protocol. cDNA synthesis using Superscript-II was performed using 3 µg of RNA (Invitrogen, Carlsbad, CA, USA). Detailed methods for cloning and sequencing LMB genes have been previously described [12]. Primers of 18–22 base pairs (bp) with optimal annealing temperature ∼60°C were designed using Primer 3 [23] to amplify sequences between 137–299 bp (Table S1 in File S2). Primers for real-time PCR were initially tested using LMB ovary cDNA and the amplicons were sequenced to verify specificity [12].

Standard curves were used to obtain copy numbers of each gene and ranged from 1×10^8^ to 1×10^1^ copy number. Standard curves showed between 90–110% efficiency and were linear at R^2^>0.990. Two minus RT controls from separate cDNA sample pools and four no template controls (water) were run on each plate to ensure genomic DNA contamination was negligible and not a factor after DNase treatment. Melt curves were also generated for all genes on every real-time PCR plate to verify a single product/dissociation curve.

Real-time PCR analysis of gene expression was performed using 1X iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) as previously described (Martyniuk et al., 2009). Sample sizes for real-time PCR assays were as follows; PN (n = 9), CA (n = 8), eVtg (n = 8), lVtg (n = 3), OM (n = 12) and AT (n = 2). Total number of animals used in the stage specific analysis was n = 42. During analysis of qPCR data, significant variation in *18S rRNA* expression by month and by stage (p<0.001) was noted in ovarian samples. Trends in expression of conventional housekeeping genes by reproductive stage in ovarian tissue from aquatic species have been previously reported in the literature [15], [24], [25] and methodologies have been developed to standardize housekeeping gene expression values when such a pattern of variation is found [26], [27]. Therefore, *18S rRNA* data were normalized using the method utilized in the most recent publication on LMB ovarian gene expression [15]. Standardized *18S rRNA* values were then used to normalize the gene of interest (GOI) as a simple ratio of GOI input amount/standardized *18S rRNA* for each individual sample.

### 2.8 Statistics

All physiological endpoints and gene expression patterns were assessed for normality using a Shapiro-Wilk W test and homogeneity of variance using a Levene’s test. Data were tested for normality after log_10_ transformation. One-way analysis of variance (ANOVA) followed by a Dunnett’s T3 post-hoc test for multiple comparisons were conducted on data that met assumptions of normality and homogeneity. Wilcoxon/Kruskal-Wallis Tests (Rank Sums) were used if data did not meet assumptions. Differences were considered statistically significant when p<0.05. All analyses were performed in JMP Genomics (V4.0).

## Results

### 3.1 LMB Ovarian Histology

Figure 1 shows representative micrographs for each of the LMB ovarian stages. The PN stage is characterized as having perinuclei in the absence of gametogenesis (A). The CA stage is characterized as a differentiated ovary containing cortical alveoli and non-vitellogenic oocytes (B). Early Vtg is characterized as the initial uptake of Vtg into oocytes (increasing acidic pH within the oocyte) (C), while late Vtg is marked by significant Vtg deposition surrounded by the formation of multiple oil droplets (D). Early OM oocytes also contain multiple oil droplets (E), while late OM oocytes are characterized by the presence of one large coalesced oil droplet (F). There was a dramatic loss of staining color for atretic oocytes and visual evidence of GVBD (G). Ovulated eggs (J) were collected into pans.

**Figure 1:**
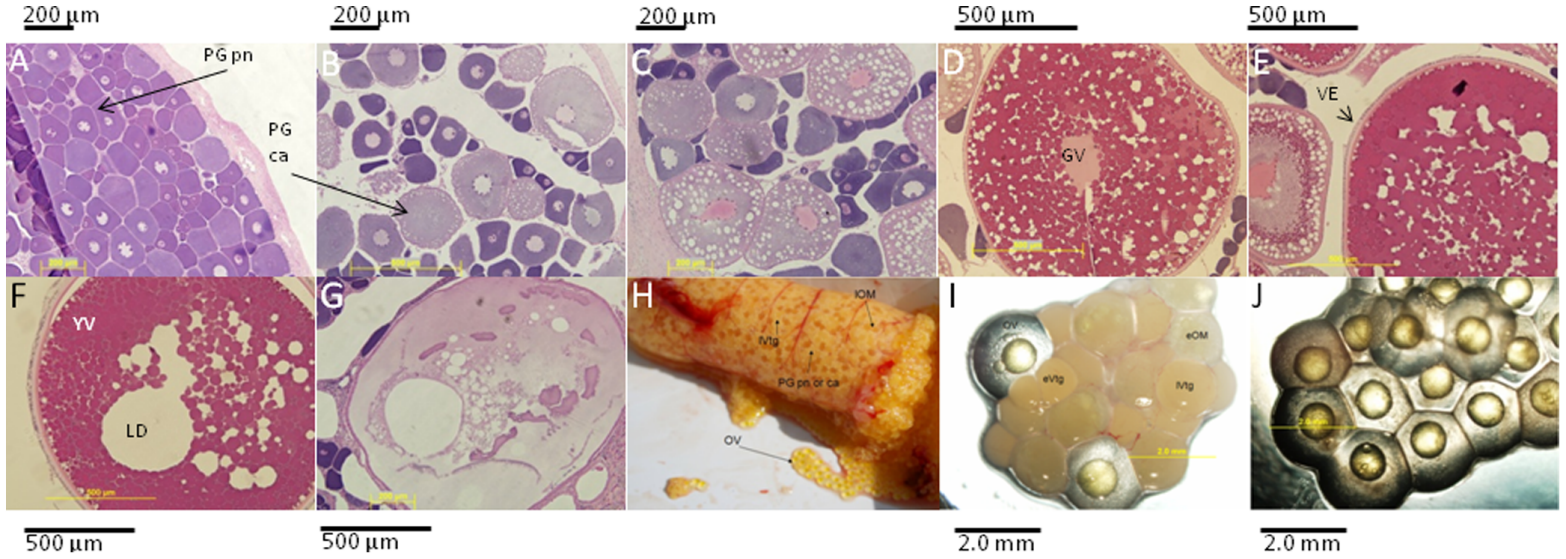
Representative ovarian stages used to characterize gonad phase. (A) primary growth perinuclear (PG pn), (B) primary growth cortical alveoli (PG ca) (C) secondary growth early vitellogenesis (SG eVtg), (D) secondary growth late vitellogenesis (SG lVtg) (E) early oocyte maturation (SG eOM), (F) late oocyte maturation (lOM) (G) Atresia (AT) (H) external morphology of the heterogeneous LMB ovary, (I) oocytes at various stages of development, and (J) ovulated eggs that have not been water hardened. Additional abbreviations are as follows: Germinal Vesicle (GV), Lipid Droplet (LD), Vitelline Envelope (VE), and Yolk Vesicles (YV). Scale bars correspond to 200 µm (A–B) and 500 µm (C–F).

The fact that not all of the oocytes mature exactly at the same time in LMB ovary results in partial overlap in molecular signatures between closely related stages (e.g. early maturation versus late maturation). But, the stages were incremental, with each new stage characterized by visual changes in the overall appearance of the histological section.

### 3.2 GSI, Vtg, and Sex Steroids in Wild Female LMB

Log transformation of T had a normal distribution and was evaluated with ANOVA while GSI, Vtg, and E_2_ were not normally distributed and were evaluated with Wilcoxon/Kruskal-Wallis. There was significant variation in GSI, Vtg, E2, and T across stages (Figure 2). GSI ranged in individual females from 0.07% (CA) to 4.39% (lOM) (Figure 2A) and significantly increased throughout ovarian development (d.f. = 7; *F* = 27.8; p<0.001), reaching a peak at lOM and OV. Plasma Vtg ranged in individual females from below detection (PG) to 2.91 (mg/ml) (OV) (Figure 2B) and significantly varied with stage (d.f. = 7; *F = *28.3; p<0.001) peaking during lVtg. Plasma Vtg remained elevated and constant in later stages of oocyte growth (OM) and dramatically decreased in animals exhibiting AT.

**Figure 2:**
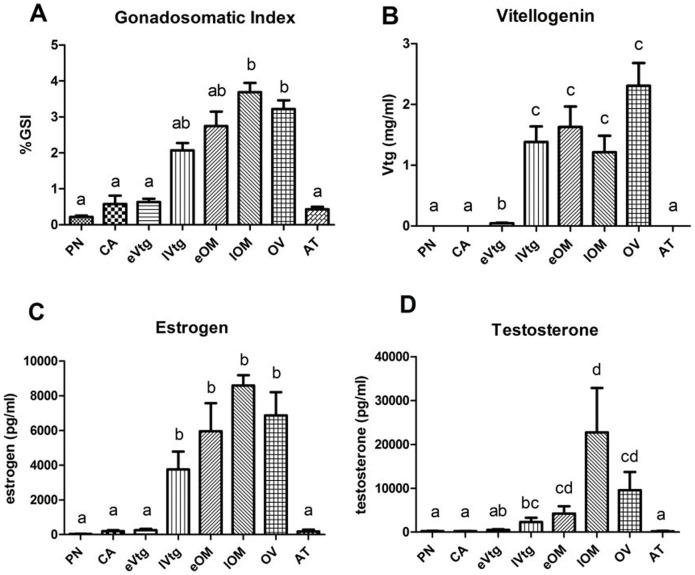
Reproductive endpoints in female largemouth bass. (A) Gonadosomatic index (GSI), (B) vitellogenin (Vtg), (C) 17β-estradiol (E_2_) and (D) testosterone (T) are shown at each stage for all individuals that were used in the microarray analysis (n = 4/stage). Data are presented as mean (±SEM) and were analyzed using a one-way ANOVA (log transformed data for Vtg and T) followed by a Dunnett’s T3 post-hoc test. Different letters denote significant differences among groups (p<0.05).

E_2_ ranged in individual females from 3.54 (pg/ml) (PG) to 10695.89 (pg/ml) (OV) (Figure 2C). E_2_ in females significantly increased throughout reproductive maturation (d.f. = 7; *F* = 26.5; p<0.001) and followed closely the changes in GSI, peaking at late secondary growth phases and remaining relatively constant until AT. T ranged in individual females from 83.34 (pg/ml) (AT) to 52235.71 (pg/ml) (lOM) (Figure 2D). T in females also significantly increased throughout follicular maturation (d.f. = 7, *F = *21.60, p<0.001), peaking during late secondary growth phases and remaining relatively constant until AT. Plasma T in LMB are consistent with other reports in laboratory and wild bass [28], [29]. Lastly, Pearson correlations were performed on each reproductive endpoint (GSI, Vtg, and steroids) and all variables were significantly and positively correlated (p<0.01). Pearson correlation coefficients ranged between 0.491 for Vtg and T to 0.869 for GSI and E_2_.

### 3.3 Ovarian Stage-Specific Transcriptomics

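Ovarian RNA of 31 wild female LMB was hybridized in a single colour (Cy3) to a custom Agilent oligonucleotide microarray, with 1 fish per array. The stages PN, CA, eVtg, lVtg, eOM, lOM and OV had 4 arrays each and AT had 3, since the authors removed 1 AT array of low signal. OV samples were ovulated eggs and the samples of the other stages were ovary tissue. Each array held 15208 LMB probes, each spotted once, and 536 control spots. The authors deposited the scanner software's spot intensities with the background subtracted, which are not normalized between arrays, and a table of log2 values normalized by the authors. The median intensity of an array's probes ranged from 545.5 to 1355.2 in primary growth (PG, that is PN and CA), with a median of 883.2, and from 490.7 to 1109.1 in secondary growth (SG, that is eVtg and lVtg), with a median of 600.4. In maturation (OM, that is eOM and lOM) it ranged from 163.1 to 449.3 with a median of 294.0, in AT from 277.1 to 775.6 with a median of 752.4, and in OV from 210.8 to 759.3 with a median of 589.6. Between 78.2 and 94.1% of an array's probes were well above background and 0 spots were saturated. The number of arrays per stage limits the precision of every value. The arrays came from 6 slides that followed the stages. PN and CA shared 1 slide, eVtg and lVtg another, and eOM a further one with 3 of the 4 lOM arrays, while lOM4, AT and OV each had a slide without any other stage.
For the values given here, the log2 intensities of the 31 arrays were quantile normalized, which the methods of the paper name, 283 outlier spots (0.06%) were left out, and dim probes were kept. Differential expression was tested with limma on all 31 arrays, with 8 stage means or with the means of 5 groups (PG, SG, OM, OV and AT). A probe was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 within its comparison and a fold change over 1.5. Counts cover every probe, whereas the paper counts annotated probes. Log2 values and fold changes are differences between group means on the normalized scale. Choices that could change the numbers are the scaling between arrays, the background correction, the arrays that share 1 estimate of the spread and the treatment of slides. Probes were named through the gene titles of File S3, of whose sheet for OM to AT the 1629 of 2070 probes at its start are used here.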

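Similarity between stages was measured as the root mean square difference in log2 signal per probe between stage means. PN and CA were each other's nearest stage, at 0.514. The nearest stage to eVtg was lVtg and the reverse, at 0.407, and eOM and lOM were nearest to each other, at 0.377. OV was nearest to lOM, at 0.718. All 7 stages before AT therefore had as nearest stage one that adjoins them in the sequence. Towards the prior stage alone the order was less strict. eVtg lay at 0.570 from CA and at 0.554 from PN, and eOM lay at 0.513 from lVtg, while lOM lay at 0.468 from lVtg. Distances between single arrays of 1 stage were of similar size or larger, with a mean of 0.618 in PN, 0.580 in lVtg and 1.046 in CA, where array CA1 lay on average 1.54 from the other CA arrays and these lay 0.867 to 0.889 from their stage mates. The result moved most when distances were averaged over single arrays in place of stage means, where 5 of the 7 stages had a neighbour in the sequence as nearest stage. From this clustering the paper proposes that gene expression profiles were related to ovary morphology.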

The cluster analysis for all transcripts on the LMB oligonucleotide microarray demonstrated that gene expression patterns for each sequential ovarian phase was most similar to the prior stage (Figure S1 in File S1), suggesting that gene expression profiles were related to ovary morphology. Primary growth stages (PN and CA) formed a clade and so did secondary growth stages (Vtg and OM). 

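Ward clustering of the stage means placed PN and CA in 1 clade and eVtg, lVtg, eOM and lOM in another. Both clades were present in 8 of 8 other settings of scaling, background correction, dim probes and distance, and with each of the 31 arrays left out in turn after normalization of all arrays. Clustered as single arrays into 8 clusters, PN1 to PN4 and CA2 to CA4 fell together with eVtg4, and CA1 stood alone. The other eVtg arrays fell with lVtg, and the eOM arrays with lOM1 to lOM3. lOM4, on another slide than the other lOM arrays, fell with OV3. These clusters also follow slides, since PN and CA shared a slide, as did eVtg and lVtg.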

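The mean of the AT arrays lay at 1.249 from PN, 1.334 from CA, 1.358 from eVtg, 1.457 from lVtg, 1.479 from eOM, 1.454 from lOM and 1.543 from OV, as root mean square log2 differences. The largest distance among the other 7 stages was 0.896, between PN and OV. AT had the largest mean distance to the other stages under each of the 8 other settings and with any array left out. The 3 AT arrays differed from one another. Averaged over the single OM arrays, the distance was 1.156 for AT1, 2.406 for AT2 and 1.84 for AT3. The nearest array to AT1 was PN2, at 0.921, while AT2 and AT3 were nearest to each other, at 1.092. AT2 and AT3 also differed from the other arrays in a measure within each array. The array carries forward and reverse strand probes for a set of sequences, and 132 such pairs differed by more than 3 on the log2 scale on average. The median difference in these pairs was 2.57 on AT2 and 4.31 on AT3, against 6.91 on AT1 and 6.12 to 6.93 on all arrays other than AT2 and AT3.

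**Figure D1:**
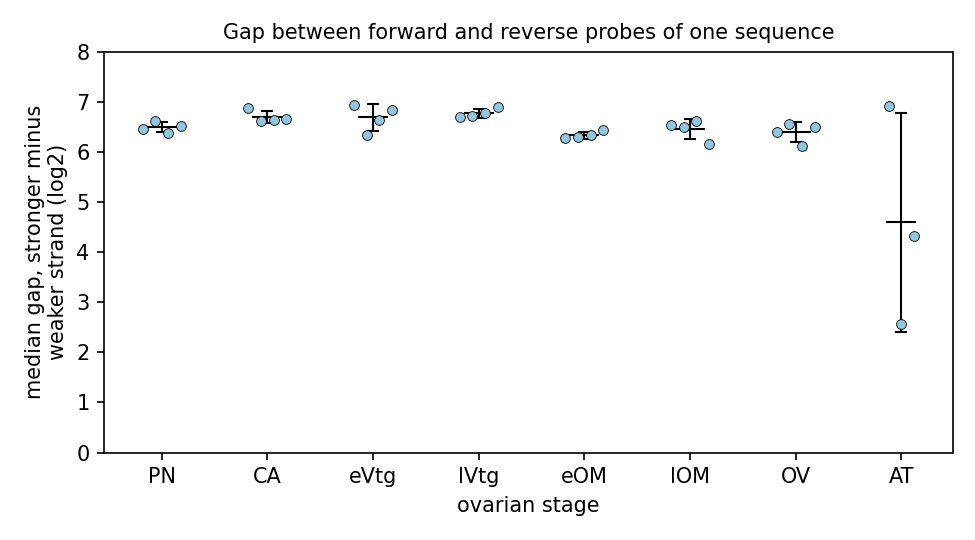
Median difference in log2 signal between the stronger and the weaker strand probe of 132 sequences (vertical axis), for each of the 31 arrays by ovarian stage (horizontal axis), 1 point per array. AT2 at 2.57 and AT3 at 4.31 sit below the other 29 arrays, which lie between 6.12 and 6.93.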

Expression profiles for atresia were most different when compared to all the other ovarian stages.

The marked differences in gene expression clustering were also reflected in the number of transcripts that were differentially expressed from stage to stage. 

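In limma's fit of 8 stage means, 5 probes were differentially expressed from PN to CA (4 higher and 1 lower in CA), 100 from CA to eVtg (30 higher, 70 lower) and 60 from lVtg to eOM (9 higher, 51 lower). From eVtg to lVtg limma called 0 probes (414 at an unadjusted p under 0.05), and the methods' one-way ANOVA, fitted here without moderation, called 0 as well (459 unadjusted). From eOM to lOM limma also called 0 (373 unadjusted) and the ANOVA 0 (416 unadjusted). From lOM to OV, 787 probes changed (621 higher, 166 lower), and from lOM to AT 6302 (2975 higher, 3327 lower). With the slide as a random block, limma called 0 probes from lVtg to eOM (963 at an unadjusted p under 0.05, and 146 in the ANOVA without the block) and 170 from lOM to OV. With only the arrays compared in each fit, 116 probes were called from lOM to AT, 1 from CA to eVtg, 66 from eVtg to lVtg and 881 from lVtg to eOM. Array weights estimated by gene, an alternative chosen after the data were seen, gave 1531 from lVtg to eOM and 98 from PN to CA. Single arrays also moved them, by over 1.5 times for 7 of the 8 arrays compared from lVtg to eOM, 5 of 8 from lOM to OV and 3 of 8 from CA to eVtg. Without eOM2 the count from lVtg to eOM was 0 in limma (1364 at an unadjusted p under 0.05), without eVtg3 that from CA to eVtg was 31, and without PN3 that from PN to CA was 1. From lOM to OV the count lay between 333 (without lOM2) and 1947 (without lOM4), and from lOM to AT it was 3474 without AT2.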

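Of the 5 probes called from PN to CA, named after their values were seen, UF_Msa_AD_200174 (titled unnamed protein product) was at 2.90 ± 0.16 in PN and 5.33 ± 0.34 in CA (log2 signal, SD, n = 4 each), with a log2 fold change of 2.43 (standard error 0.30, limma adjusted p = 0.000238). UF_Msa_CF_123448 (titled hypothetical protein) was lower in CA, with a log2 fold change of -0.99, and UF_Msa_AF_106829 (also titled unnamed protein product) was higher, at 1.99. The files pair no gene with the other 2. With normexp or without background correction, limma called 0 probes from PN to CA (1172 and 1170 at an unadjusted p under 0.05), so none of the 5 was called there.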

Using the criteria of FDR adjusted p-values (5%), NR e-value<10^−4^, and fold change>±1.5, the number of differentially expressed probes for each stage were as follows; PN to CA (n = 0), CA to eVtg (n = 0), eVtg to lVtg (n = 9), lVtg to eOM (n = 351), eOM to lOM (n = 0), lOM to OV (n = 94) and lOM to AT (n = 168). Therefore, gene expression changes were more pronounced with major transitions in ovary morphology.

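In the fit of all stages, the pairs with the fewest differentially expressed probes, PN to CA, eVtg to lVtg and eOM to lOM, were those that shared a slide, wholly or for 3 of 4 lOM arrays. The pairs with more lay on different slides, so that the slide and the stage changed together there. This order did not hold with only the arrays compared in each fit. Fewer probes were called there from CA to eVtg than from eVtg to lVtg. With the slide as a block, 6 probes were called from PN to CA and fewer from lVtg to eOM. The block was fixed from PN to CA and random from lVtg to eOM, so these counts come from different models. Arrays were simulated with the same mean and the same spread of a probe in every stage. In them limma recovered 75.7% of 4-fold changes from PN to CA, 71.3% from eVtg to lVtg and 74.3% from eOM to lOM. It recovered 76.9% from lVtg to eOM, 72.8% from lOM to OV and 67.9% from lOM to AT. Of 2-fold changes it recovered 37.1% from PN to CA, 26.3% from eVtg to lVtg and 34.1% from eOM to lOM, against 29.3% from lVtg to eOM, 24.7% from lOM to OV and 23.9% from lOM to AT. From CA to eVtg it recovered 74% of 4-fold and 35% of 2-fold changes. The real stages differed in spread, so these values cannot tell whether the pairs with few calls had the same power as the others. From the numbers of probes that changed between consecutive stages, the paper concludes that expression changes were more pronounced where the ovary changes most in morphology.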

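With the stages grouped, limma called 1276 probes from PG to SG (553 higher and 723 lower in SG), 559 from SG to OM (168 higher, 391 lower), 2135 from OM to OV (1293 higher, 842 lower) and 7227 from OM to AT (3406 higher, 3821 lower). The count that moved most under another setting was that from SG to OM, which was 6 with the slide as a random block. The same block left 365 probes from OM to OV. Single arrays moved the counts as well. From PG to SG it was 898 without lVtg3, from SG to OM 318 without eVtg1, from OM to OV 3164 without lOM4 and 1001 without OV3, and from OM to AT 4821 without AT2. The split into higher and lower probes depended on the scaling. With each array scaled to its 75th percentile, lower probes made up 73.6% from PG to SG against 56.7% after quantile normalization, 57.1% against 69.9% from SG to OM, 11.6% against 39.4% from OM to OV and 39.6% against 52.9% from OM to AT. That scaling placed the median log2 change of all probes at -0.12 from PG to SG, 0.16 from OM to OV and 0.14 from OM to AT, where quantile normalization gave 0.03, -0.10 and -0.06. The authors' own normalized values gave 0.12 from OM to AT.
Of the probes of File S3, chosen by the paper on these same arrays, 645 of 645 had the same sign here from PG to SG and 391 were called, 397 of 397 and 136 from SG to OM, and 552 of 552 and 392 from OM to OV. Among the largest changes was calmodulin UF_Msa_AD_200113, which was well above background on 0 of 8 PG arrays and 5 of 8 SG arrays and was at least 3.94-fold higher in SG (limma adjusted p = 1.03e-06). It was short of the fold change threshold with normexp or without background correction. Such bounds set the mean of the group with signal against the lowest signal well above background on each array of the other group. The files pair no gene with the next 2 probes. UF_Msa_AF_102433, well above background on 3 of 8 OM arrays, rose from 4.40 ± 2.12 in OM (SD, n = 8) to 10.27 ± 0.15 in OV (SD, n = 4), a log2 fold change of 5.87 (standard error 0.86, limma adjusted p = 4.82e-05), and its highest OM value, 9.10, was that of lOM4. UF_Msa_CF_126943 fell from 12.79 ± 0.72 in OM (SD, n = 8) to 4.06 ± 0.87 in AT (SD, n = 2, AT2 and AT3, since the spot on AT1 was an outlier), a log2 fold change of -8.73 (standard error 0.41, limma adjusted p = 1.71e-14).

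**Figure D2:**
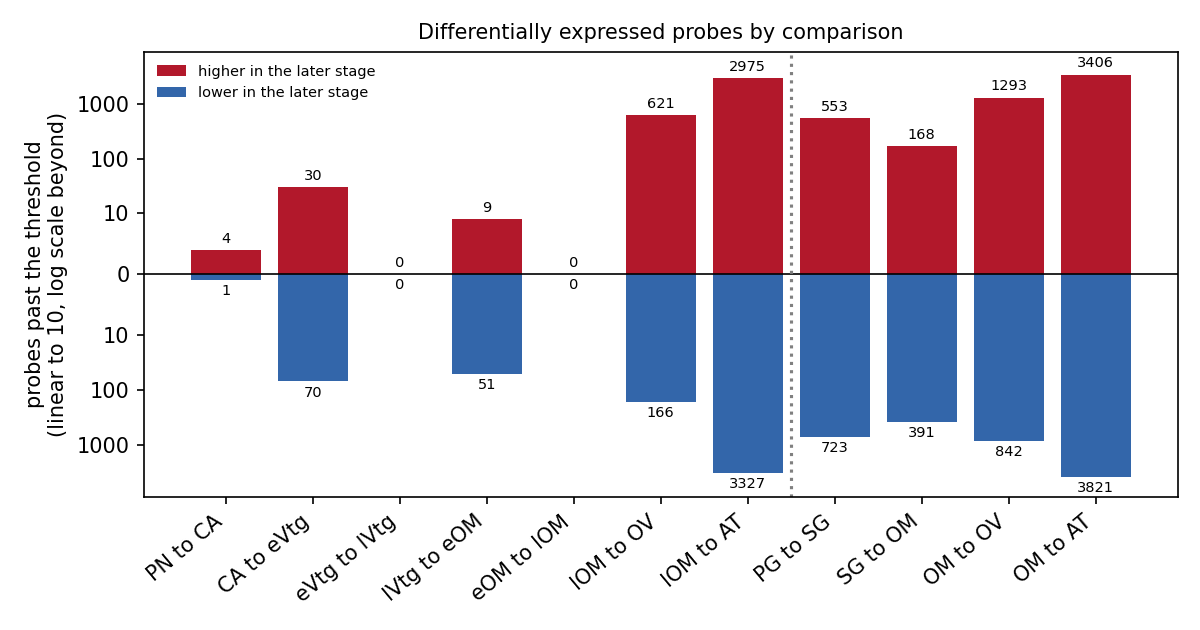
Number of probes higher (above 0) and lower (below 0) in the later stage or group, for each comparison of consecutive stages and of grouped stages, in limma with an adjusted p under 0.05 and a fold change over 1.5. The vertical axis is linear up to 10 and logarithmic beyond. The bars from OM to AT (3406 higher, 3821 lower) are the longest, and those from eVtg to lVtg and from eOM to lOM are at 0.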

When closely related stages were grouped together to increase power of the analysis and using the same criteria as above, the following numbers of genes were differentially expressed; Primary growth (PN+CA) to secondary growth (eVtg+lVtg) (n = 645), secondary growth to maturation (eOM+lOM) (n = 397), and maturation to ovulation (OV) (n = 552) and maturation to atresia (AT) (n = 2070). A complete list of these genes is provided in File S3.

### 3.4 Transcripts Significantly Altered Over Time in the Ovary

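Trends were tested here with limma's slope on the position of the stage in each sequence, in log2 units per stage. Towards OV, 2183 probes increased and 2646 decreased at an adjusted p under 0.05, and towards AT 784 increased and 1220 decreased. Of these, 420 increased and 720 decreased in both sequences, which share the arrays of 6 stages, and 0 changed in opposite directions. In the one-class SAM of the methods, run on the slopes of arrays with equal replicate numbers, the series towards AT had 3 members and 8 sign changes and gave 0 probes in either direction, while the series towards OV gave 1856 increasing and 2166 decreasing. The slide was the setting that moved the trends most. With the slide as a block limma called 0 probes in each direction of both sequences, where 1357 towards OV and 914 towards AT had an unadjusted p under 0.05, and the block leaves only differences between stages on 1 slide to estimate the slope. Without AT1, 1411 probes increased and 1904 decreased towards AT.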

SAM identified 1020 transcripts that increased with oocyte development and 1444 transcripts that decreased with abundance in the trajectory towards ovulation (PN -> CA -> eVtg -> lVtg -> eOM -> lOM -> OV), whereas 62 genes were significantly increased and 599 genes decreased in progression towards AT (PN -> CA -> eVtg -> lVtg -> eOM -> lOM -> AT). All significant genes are plotted on separate heat maps showing ovulation (Figure 3) and atresia (Figure 4).

**Figure 3:**
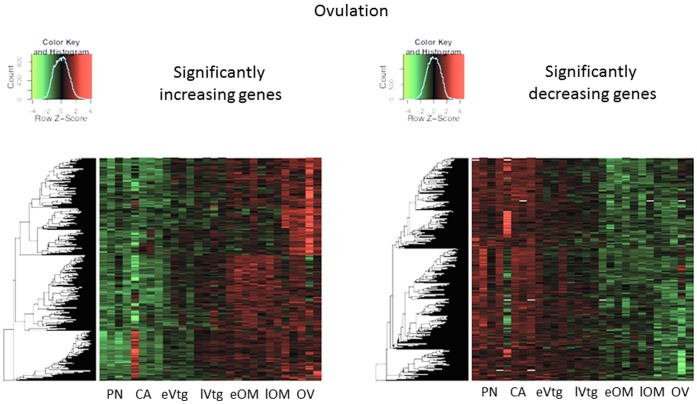
Heat maps for genes that showed significant increases and decreases in mRNA abundance at ovulation after a time course analysis (SAM).

**Figure 4:**
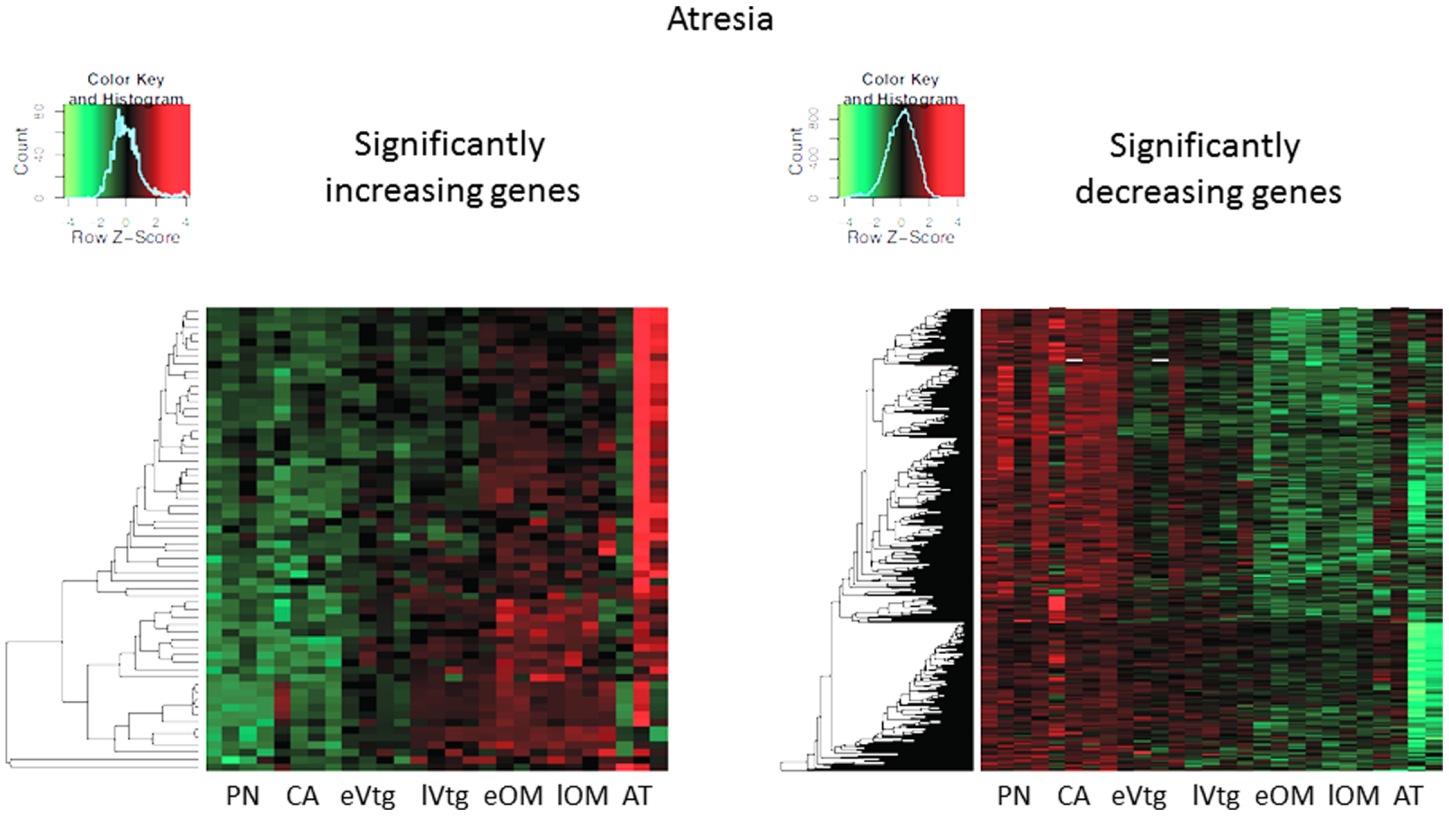
Heat maps for genes that showed significant increases and decreases in mRNA abundance at atresia after a time course analysis (SAM).

Within the genes that were identified by the SAM algorithm, gene titles were searched for ‘transcription’ or ‘receptor’ (FDR corrected at 5%). 

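In the part of File S3 used here, 52 probes have the word receptor or transcription in their titles, and all of them were listed there as differentially expressed in at least 1 comparison. In limma's trend towards OV, 10 of the 52 increased and 7 decreased, with a median slope of 0.05 log2 units per stage. Towards AT 8 decreased and 0 increased (1 of 52 increased and 15 decreased at an unadjusted p under 0.05).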

There were 17 genes that fit this search that increased in abundance (Figure S2A in File S1) and 10 genes that decreased (Figure S2B in File S1) within the OV analysis. There were 15 genes that were significantly decreased within the AT analysis (Figure S2C in File S1). All differentially expressed transcripts involved in receptor signalling as well as transcription factors identified by the SAM are provided in Table S2 in File S2.

### 3.5 Bioinformatics: Functional Enrichment, GSEA, and SNEA

Biological processes significantly over-represented (over) or under-represented (under) in each ovarian stage are listed in Table S3 in File S2. A gene was assigned a binary category value of 1 if it passed the FDR correction and 0 if it did not pass the FDR. All data (BP, MF, and CC) from the functional enrichment analysis are provided in File S4.

Some noteworthy examples of biological processes associated with the transition from PG to SG were glycolysis, ion transport, and chloride transport. For the transition from SG to OM, lipoprotein metabolic processes, electron transport, chloride transport, ubiquinone biosynthetic process, and aromatic compound metabolic processes were affected and for the transition from OM to OV, lipid transport, chloride transport, and cellular iron ion homeostasis were affected. Some noteworthy examples of biological processes affected with atresia were blood coagulation, lipid transport, protein import into mitochondrial inner membrane, notch signaling pathway, and cell proliferation.

Gene set enrichment results for ovarian stages are shown in Table S4 in File S2. Major pathways that were increased in expression at early stages of follicular growth were Notch signaling, T-cell and B-cell receptor activation, and fibronectin, epidermal growth factor, and adenosine receptor signaling. The NK cell activation pathway is also significantly up-regulated ∼15–20% at early stages of ovarian development. At ovulation, many of these pathways were down-regulated. Pathways depressed at ovulation also included adrenergic receptor signaling, sphingolipid metabolism, and natural killer cell activation. At atresia, cell signaling pathways that are involved in gap junction and actin cytoskeleton regulation, gonadotrope and mast cell activation, and vasopressin receptor signaling were down-regulated while oxidative phosphorylation pathways and reactive oxygen species metabolism were increased. The largest difference in the gene networks were that atresia was marked with significant changes in cell structure relative to the other stages. In contrast to early growth stages, the NK cell activation pathway is significantly depressed by approximately 30% during atresia. Figure 5 shows an example of a curated pathway, and shows changes in members of the fibronectin receptor - catenin (cadherin-associated protein), beta 1 (CTNNB) signalling pathway over follicular development. This pathway was significantly increased at early follicular growth stages (red) and is decreased at ovulation and atresia (green).

**Figure 5:**
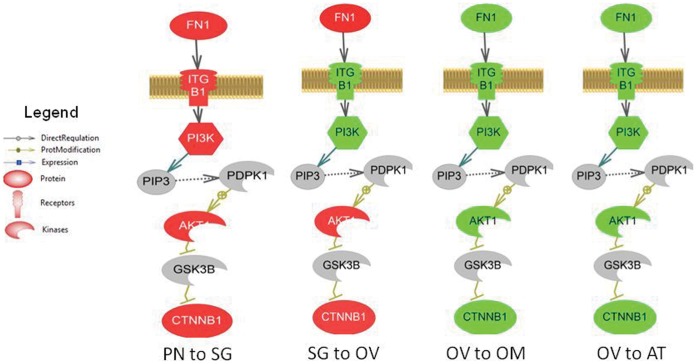
Fibronectin receptor - catenin (cadherin-associated protein), beta 1 (CTNNB) signalling pathway during oocyte development. This pathway was significantly increased at early growth stages (red) and is decreased at ovulation and atresia (green). The abbreviations are provided in the supplementary abbreviation list (File S5).

SNEA identified a number of expression networks that were involved in the different stages of follicular development (Table 1). Some examples include expression targets for LH signaling, which were depressed during vitellogenesis but increased 150% at ovulation. Other networks found to play a significant role in oocyte maturation included genes regulated by activins and inhibins, neuregulin 1, retinoid X receptor, alpha, nerve growth factor family, STAT5A, bone morphogenic protein 7, and toll-like receptor 4.

**Table 1:** Sub-network enrichment analysis of expression targets altered during the major transitions of ovarian development.

Stage Transition	Gene Network Expression Seed	Total # of Neighbors	# of Measured Neighbors	Median change	p-value
PG to SG	corticotropin releasing hormone	54	10	−1.541	0.0359
PG to SG	adenylate cyclase	57	10	−1.409	0.0358
PG to SG	activin	89	20	−1.409	0.0177
PG to SG	neuregulin 1	87	23	−1.357	0.0192
PG to SG	basic-helix-loop-helix protein	71	14	−1.228	0.0021
PG to SG	retinoid X receptor, alpha	115	27	1.252	0.0164
PG to SG	parathyroid hormone 1 receptor	107	16	1.304	0.0383
PG to SG	nuclear receptor co-repressor 1	43	10	1.405	0.0097
PG to SG	kininogen 1	51	12	1.405	0.0019
PG to SG	nuclear factor I/C	56	14	1.405	0.0251
SG to OM	luteinizing hormone	51	12	−1.570	0.0023
SG to OM	transcription factor AP-2 alpha (activating enhancer binding protein2 alpha)	90	16	−1.453	0.0131
SG to OM	upstream transcription factor 2, c-fos interacting	65	15	−1.237	0.0488
SG to OM	kininogen 1	51	12	1.243	0.0242
SG to OM	fibronectin 1	83	11	1.279	0.0328
SG to OM	nuclear factor I/C	56	14	1.285	0.0037
SG to OM	nuclear receptor co-repressor 1	43	10	1.413	0.0009
OM to OV	nuclear receptor subfamily 1, group H, member 4	100	21	1.212	0.0304
OM to OV	leptin	243	39	1.237	0.0390
OM to OV	calcium channel	41	13	1.376	0.0078
OM to OV	nuclear receptor subfamily 5, group A, member 1	53	17	1.451	0.0327
OM to OV	adenylate cyclase activating polypeptide 1	100	26	1.578	0.0251
OM to OV	retinoic acid receptor	52	11	1.719	0.0082
OM to OV	forkhead box A2	71	15	1.719	0.0336
OM to OV	ghrelin/obestatin prepropeptide	55	11	1.744	0.0118
OM to OV	nuclear receptor subfamily 5, group A, member 2	49	10	1.798	0.0201
OM to OV	basic-helix-loop-helix protein	71	14	1.945	0.0008
OM to OV	calmodulin-dependent protein kinase	53	13	1.955	0.0092
OM to OV	activin	89	20	1.955	0.0059
OM to OV	corticotropin releasing hormone	54	10	2.100	0.0051
OM to OV	nerve growth factor family	40	10	2.100	0.0073
OM to OV	bone morphogenetic protein 7	82	14	2.100	0.0086
OM to OV	adenylate cyclase	57	10	2.438	0.0013
OM to OV	luteinizing hormone	51	12	2.438	0.0015
OM to AT	nuclear receptor co-repressor 1	43	10	−6.023	0.0037
OM to AT	signal transducer and activator of transcription 5B	49	10	−2.400	0.0070
OM to AT	fibronectin 1	83	11	−2.400	0.0166
OM to AT	inhibin, beta A	109	27	−2.364	0.0030
OM to AT	toll-like receptor 4	114	12	−2.310	0.0408
OM to AT	retinoid X receptor, alpha	115	27	−2.245	0.0211
OM to AT	nuclear receptor subfamily 2, group F, member 2	43	11	−2.032	0.0379
OM to AT	kininogen 1	51	12	−1.576	0.0162
OM to AT	gonadotropin	157	34	−1.554	0.0085
OM to AT	forkhead box A2	71	15	1.468	0.0454

Total number of neighbours are those known genes/proteins that are affected by the gene set seed and measured number of neighbours are those genes that are present on the LMB microarray. Median fold change indicates the overall change in the group. Listed here are those gene networks that have changed more than 20% and have more than 10 measured neighbours in the network. All significantly affected networks in the ovary are provided in File S4.

We provide some examples of the SNEA analysis. Expression targets of luteinizing hormone, a hormone well known to be involved in the final stages of ovulation, are low during vitellogenesis but increased over 150% at OV (Figure 6). This analysis identifies downstream targets of LH signaling that may be important for ovulation. Two interesting differences between ovulation and atresia were the expression networks for activin and inhibin. A gene network for activin was significantly increased 96% at ovulation (Figure 7) while a gene network for inhibin B was significantly decreased 136% during atresia (Figure 8). As with the GSEA analysis, red indicates an increase in expression while green indicates a decrease in expression levels. The major cell processes that were significantly associated with the genes involved in the network were also included (connectivity <5) and represent many of the cell signaling cascades identified by the GSEA. For the cell processes that were mapped to the two gene expression networks, the processes of DNA replication, lipid transport, and extracellular protein complexes were differentially impacted between ovulation and atresia. Energy storage and metabolism were increased in both networks. In the inhibin B network, cell respiration and reactive oxygen species were increased while extracellular protein networks were depressed in the trajectory to atresia, which corresponds to the GSEA analysis.

**Figure 6:**
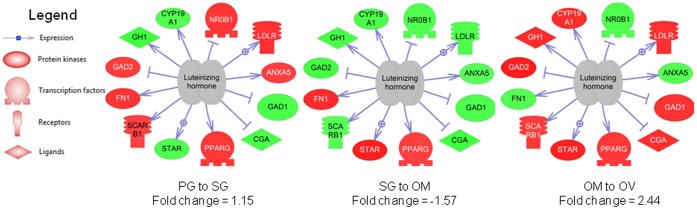
Expression targets for luteinizing hormone, a well described hormone involved in ovulation. These targets were significantly increased at both early stages and ovulation, but decreased during vitellogenesis. Red indicates that the gene is increased and green indicates that the gene is decreased. The abbreviations are provided in the supplementary abbreviation list (File S5).

**Figure 7:**
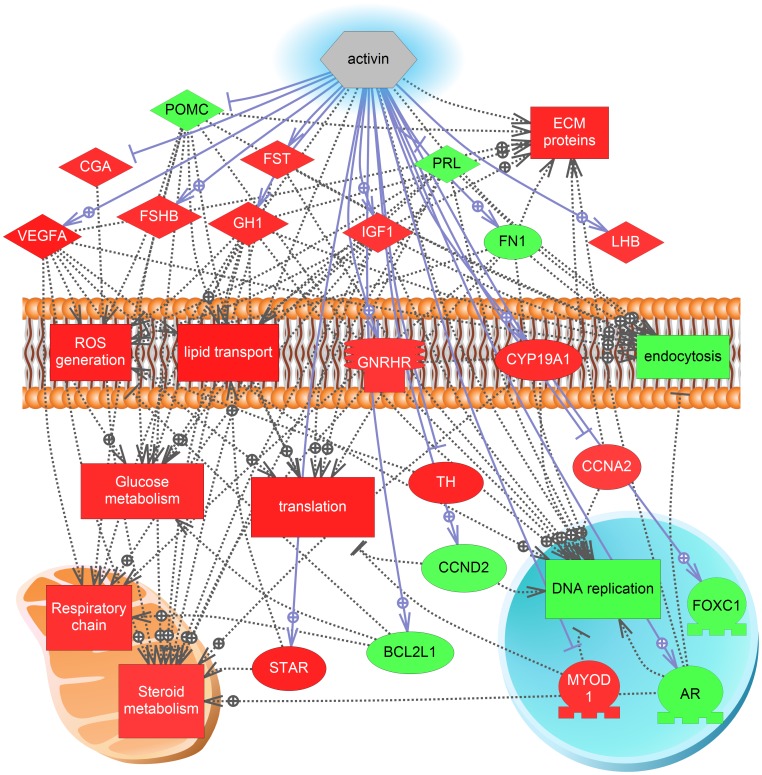
Activin expression network at ovulation. Significantly affected cell processes are mapped onto the gene network. Red indicates that the gene is increased and green indicates that the gene is decreased. The abbreviations are provided in the supplementary abbreviation list (File S5).

**Figure 8:**
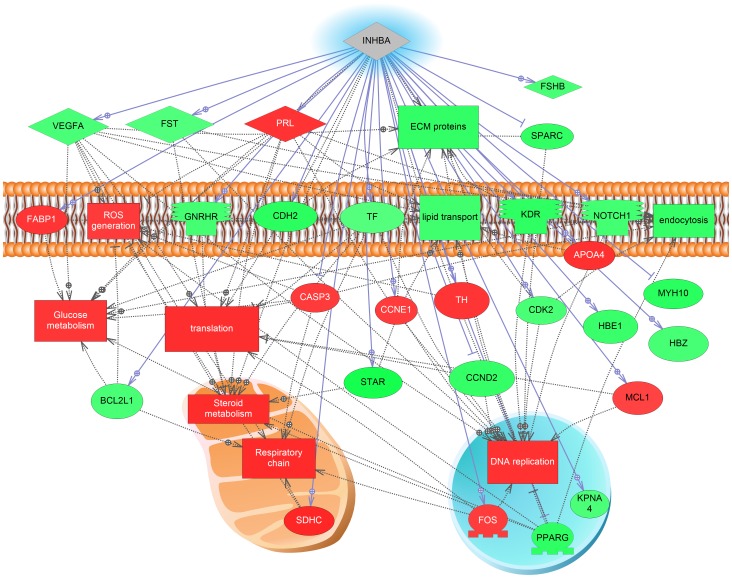
Inhibin expression network at atresia. Significantly affected cell processes are mapped onto the gene network. Red indicates that the gene is increased and green indicates that the gene is decreased. The abbreviations are provided in the supplementary abbreviation list. The network was similar in the effects on energy production and steroid metabolism but differed in extracellular matrix proteins, lipid transport, and DNA replication compared to the activin network. The abbreviations are provided in the supplementary abbreviation list (File S5).

### 3.7 Ovarian Stage-Dependent Expression of mPR-α, and ghr1, lhr,and fshr mRNA

Gene expression data were log_10_ transformed and data were determined to be normally distributed. Data were grouped according to month (Figure S3 in File S1) and ovarian stage (Figure 9) There was significant variation in the mRNA expression of *mPR-alpha* in the female ovary by both month (d.f. = 11, F = 5.65, p<0.001) and stage (d.f. = 5, F = 7.10, p<0.001). *mPR-alpha* showed higher expression during the primary growth stages (PN and CA) compared to OM. There were no significant variations in *ghr1* expression based on either month (d.f. = 11; F = 1.78, p = 0.098) or stage (d.f. = 5, F = 0.84, p = 0.55).

**Figure 9:**
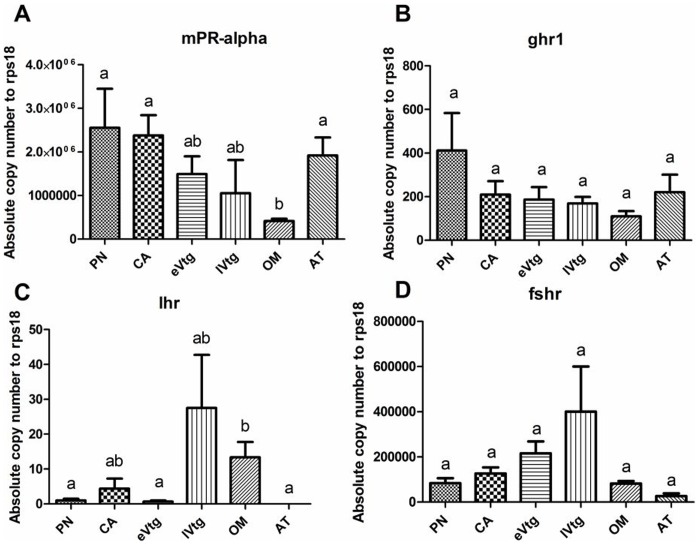
Ovarian stage dependent expression of genes involved in reproduction. Genes are (A) *mPR-alpha* (B) *ghr1* (C) *lhr* and (D) *fshr*. Expression is reported as mean absolute copy number of the transcript ± SEM. Abbreviations for female phases are as follows; Primary growth perinuclear (PG pn); Primary growth *cortical alveoli* (PG ca); Secondary growth early vitellogenesis (eVtg); Secondary growth late vitellogenesis (lVtg); Oocyte maturation (OM); and Atresia (AT). Sample sizes/month is n = 4 except for the month of June (n = 3). PG pn (n = 9), PG ca (n = 8), eVtg (n = 8), lVtg (n = 3), OM (n = 12), and AT (n = 2). Total number of animals used in the stage specific analysis was n = 42. Different letters indicate statistical differences among groups (p<0.05).

There was significant variation in the ovarian mRNA steady state abundance of *lhr* by month (d.f. = 11, *F* = 3.42, p = 0.003) and by stage (d.f. = 5, *F* = 5.39, p<0.001). There was also significant variation in *fshr* mRNA levels by month (d.f. = 11; F = 7.78, p<0.001), while differences in *fshr* expression between ovarian stages were not significant. As reported in other teleost fishes, LMB *fshr* showed a different pattern of expression compared to *lhr* and was significantly higher prior to OV while *lhr* mRNA levels were higher during OV.

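On the microarray, mPR-alpha (probe UF_Msa_AD_200191) was at 9.58 ± 0.36 in PN, 9.66 ± 0.40 in CA, 9.64 ± 0.11 in eVtg and 9.46 ± 0.19 in lVtg (log2 signal, SD, n = 4 each). It was lower later, at 8.37 ± 0.35 in eOM, 8.80 ± 0.68 in lOM, 8.53 ± 0.15 in OV and 7.91 ± 1.88 in AT (n = 3). ghr1 (UF_Msa_AD_200161) was at 5.40 ± 0.29 in PN and 5.44 ± 0.19 in CA, at 4.15 ± 0.54 in eVtg and 4.08 ± 0.32 in lVtg, and at 4.70 ± 0.53 in eOM and 4.63 ± 0.37 in lOM. Its highest mean was in OV, at 6.37 ± 0.25 (SD, n = 4), and its trend from PN to OV was 0.07 log2 units per stage (standard error 0.08, limma adjusted p = 0.547).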

The expression patterns of *mPR-alpha* and *ghr1* were corroborated by both real-time and microarray data in this study, and each approach revealed that there were higher levels of the transcripts at earlier stages of ovary development. The transcripts *lhr* and *fshr* were not present on the microarray but were examined with real-time PCR. Transcript expression patterns for genes such as *star* and *esrba* have also been previously described in the LMB ovary [30]–[32] and corroborate the ovarian transcriptomics data presented here. For example, the microarray data suggest that *star* is increased in expression towards oocyte maturation and that *esrba* is also increased in expression at OV and at AT.

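star (probe UF_Msa_AD_200270), well above background on 4 of 8 SG and 7 of 8 OM arrays, was at 3.82 ± 1.1 in SG and 5.98 ± 1.38 in OM (log2 signal, SD, n = 8 each). The log2 fold change of 2.16 (standard error 0.68, limma adjusted p = 0.0589) was short of the threshold, and past it without lVtg3 (2.37), without eOM1 (2.46), with cyclic LOESS (2.55), with normexp (0.74), on the authors' values (2.34) and with only the SG and OM arrays in the fit. Over the sequence from PN to OV its signal rose by 0.69 log2 units per stage (standard error 0.12, limma adjusted p = 0.000125). The other star probe, UF_Msa_AD_200319, was well above background on 5 of 8 SG arrays and 0 of 8 OM arrays. No title in the sheets of File S3 used here contains esrba, and the estrogen receptors titled there are gamma and alpha. The probe titled estrogen receptor gamma, UF_Msa_AD_200055, was well above background on 0 of 8 OM arrays and 4 of 4 OV arrays, and its change was short of the threshold (limma adjusted p = 0.138) and past it with 75th percentile scaling or with only the OM and OV arrays in the fit. Its opposite strand, UF_Msa_AD_200271, which carries no title in these sheets, was at 9.22 ± 0.75 in OM (n = 8) and 10.24 ± 0.75 in OV (n = 4), a log2 fold change of 1.03 (standard error 0.42, limma adjusted p = 0.0963), which passed the threshold without lOM3, at 1.24. On AT arrays the opposite strand was at 10.82 ± 0.58 (n = 3). Estrogen receptor alpha (UF_Msa_AD_200273), well above background on 5 of 8 OM and 2 of 3 AT arrays, was lower in AT than in OM, with a log2 fold change of -1.74 (standard error 0.56, limma adjusted p = 0.0115), and was not called without AT1 (-1.46), without AT3 (-1.64), with 75th percentile scaling (-1.09), with normexp, without background correction or with the slide as a random block (-1.70).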

## Discussion

### 4.1 Ovarian Stage-Specific Transcriptomics

Gene expression patterns of many genes in the maturing LMB ovary (e.g. protocadherins, cathepsins, apolipoproteins, immune-related, steroid-related, and ribosomal genes) corroborate other reports in fish; rainbow trout [4], [6], [33], fathead minnow (*Pimephales promelas*) [9], zebrafish (*Danio rerio*) [34], and Senegalese sole [8]. Thus, there are conserved molecular events that correspond to maturation and development of oocytes within the teleostean ovary. Seasonal variation in physiological endpoints (GSI, plasma Vtg, sex steroids) in LMB is also consistent with reports in other female bass species such as European and striped bass [25], [35]. In the following discussion we highlight some of the major genes and pathways involved in oocyte growth, ovulation, and atresia.

### 4.2 Primary Growth Stages and Transition to Secondary Growth

Oocytes in the PN stage begin to accumulate oil droplets, which marks early transition into pre-vitellogenesis. This transition is predominantly dependent upon water temperature and photoperiod; for LMB populations located in Florida, this begins in early to mid-Autumn. Secondary growth is characterized by the active accumulation of plasma Vtg as well as other nutrients important for growth of the oocytes. Vitellogenesis is marked by active receptor-mediated endocytosis of Vtg and other very low density lipoproteins. 

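Cytochrome c oxidase I and II (probe UF_Msa_AD_200314) was at 11.58 ± 2.16 in PG and 14.20 ± 0.96 in SG (log2 signal, SD, n = 8 each), a log2 fold change of 2.62 (standard error 0.65, limma adjusted p = 0.0102). NADH dehydrogenase subunit 5 (UF_Msa_AF_100194) rose by a log2 fold change of 2.63 (standard error 0.77, limma adjusted p = 0.0263) and lost the call without PN4, lVtg2, lVtg3 or lVtg4, with values of 2.46 to 2.50. On both probes CA1 was the highest PG array, at 16.61 against 9.46 to 11.69 in the other PG arrays and at 9.86 against 3.07 to 4.19. Titles are held only for probes that the paper listed as changed on these same arrays, so mitochondrial probes without a listed change could not enter a tally. Some genes also have several probes in it. All 16 probes titled as mitochondrially encoded respiratory chain genes were higher in SG and past the threshold, with a median log2 fold change of 2.63. Of these, cytochrome c oxidase I and II UF_Msa_AD_200057 was called in 3 of 16 fits without a single array and UF_Msa_AD_200326 in 5 of 16. Cytochrome P450 1A (UF_Msa_AD_200156) was well above background on 1 of 8 PG and 2 of 8 SG arrays and had a log2 fold change of 1.29 (limma adjusted p = 0.00659), and the opposite strand of the same sequence changed by 0.86, short of the threshold. Cholecystokinin (UF_Msa_AF_107859), well above background on 4 of 8 PG and 6 of 8 SG arrays, had a log2 fold change of 1.40 (limma adjusted p = 0.0258), and was not called without CA2 (1.25) or lVtg3 (1.36). These 2 genes were also not called with 75th percentile scaling (0.94 and 0.77), and neither they nor NADH dehydrogenase subunit 5 with normexp or without background correction. Follistatin was lower in SG on probe UF_Msa_AF_104341, well above background on 8 of 8 PG and 3 of 8 SG arrays, with 4.47 ± 0.27 in PG and 3.38 ± 0.36 in SG, groups that did not overlap (log2 fold change -1.09, standard error 0.32, limma adjusted p = 0.0266, not called without eVtg3, at -1.01, or lVtg3, at -1.05). On UF_Msa_AD_200213 it was lower by a log2 fold change of -0.80 (limma adjusted p = 0.0707), with lVtg4 the lowest SG array at 4.33 against 5.56 to 6.45 in the others, and passed the threshold without eVtg4 (-0.90), with 75th percentile scaling (-1.11) and with only the PG and SG arrays in the fit. UF_Msa_AD_200131 was well above background on 0 of 8 PG and 0 of 8 SG arrays.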

Related to these events, notable transcripts with higher expression in secondary growth phases included genes involved in mitochondrial function (*cytochrome b* and *c*, *NADH dehydrogenase subunit 5).* Other regulated genes included *cytochrome P450 1A, cholecystokinin, low density lipoprotein receptor (ldlr),* and apolipoproteins while some notable transcripts with lower expression during vitellogenesis compared to primary growth stages included *follistatin* and *growth hormone receptor 1*.

The growth of oocytes is associated with increased mitochondrial activity and ATP production in preparation for active uptake of lipids and nutrients. Thus, the increase in mRNA levels of genes involved in mitochondrial respiration is expected. 

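Cytochrome b (probe UF_Msa_AD_200245) was at 10.55 ± 0.67 in PN, 13.12 ± 2.46 in CA, 13.93 ± 0.48 in eVtg and 15.85 ± 0.38 in lVtg (log2 signal, SD, n = 4 each). From PG to SG it rose 8.33-fold, a log2 fold change of 3.06 (standard error 0.65, limma adjusted p = 0.00314). CA1, at 16.78, was far above the other PG arrays at 9.54 to 12.18, and without it the log2 fold change was 3.77. The 5 further probes of this title rose as well, with log2 fold changes from 2.28 to 3.17, all past the threshold. UF_Msa_AF_102039 and UF_Msa_AD_200390 were called in 16 of 16 fits without a single array. UF_Msa_AD_200237 was called in 13 of 16, and not without PN2, PN4 or lVtg1 (2.89 to 2.99). UF_Msa_AD_200091 was called in 8 of 16, and not without any 1 of the PN or lVtg arrays (1.96 to 2.23). UF_Msa_AD_200358 was called in 6 of 16, and not without any 1 of those arrays, CA4 or eVtg2 (2.60 to 2.83). UF_Msa_AD_200237 and UF_Msa_AD_200358 were each well above background on 4 of 8 PG arrays. Later the level was 15.01 ± 0.16 in eOM, 15.64 ± 0.46 in lOM and 15.30 ± 0.21 in OV. From SG to OM the log2 fold change was 0.43 (standard error 0.65, limma adjusted p = 0.777) and from OM to OV -0.03 (standard error 0.80, limma adjusted p = 0.986). The sign from OM to OV was positive with 75th percentile scaling, at 0.26. In AT the level was 11.99 ± 1.68 (n = 3), a log2 fold change of -3.33 from OM (standard error 0.88, limma adjusted p = 0.00256).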

Transcript levels of *cytb* in LMB were increased approximately 10-fold progressing towards vitellogenesis, and later decreased at late stages of maturation. Previous studies have also documented increases in *cytb* expression in freshwater anguilliformes [36] as well as *cytb*, *cytc* and NADH dehydrogenase subunits in Senegalese sole [8]. In sole, the processes of mitochondrial/cell metabolism and oxidation-reduction were involved in vitellogenesis. These molecular events coincide with the increase in metabolic activity accompanying the uptake of nutrients during vitellogenesis.

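The files hold 2 probes titled ldlr that differed in direction. UF_Msa_AD_200112 was at 11.84 ± 0.29 in PG and 11.41 ± 0.29 in SG (log2 signal, SD, n = 8 each), a log2 fold change of -0.42 (standard error 0.20, limma adjusted p = 0.173), with eVtg1 above the other SG arrays, at 12.03 against 11.04 to 11.49. UF_Msa_AD_200374, on the reverse strand, was at 4.09 ± 0.71 in PG and 5.44 ± 0.40 in SG, a log2 fold change of 1.35 (standard error 0.23, limma adjusted p = 0.00048), and was called with each array left out. It was well above background on 7 of 8 SG arrays. By stage UF_Msa_AD_200374 was at 4.53 ± 0.54 in PN, 3.64 ± 0.60 in CA, 5.43 ± 0.58 in eVtg and 5.45 ± 0.18 in lVtg (n = 4 each).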

In the LMB ovary, the significant increase in *ldlr* mRNA corresponds to active uptake of VLDL into the oocytes at early stages of vitellogenesis. The induction of lipid-transport genes during oocyte growth has been demonstrated in numerous studies. Agulleiro et al. [37] investigated the expression of *vldr* mRNA in ovarian sections of Senegalese sole during pre-vitellogenesis and reported a positive correlation between *vldlr* transcript levels and the percentage of pre-vitellogenic oocytes. The authors go on to suggest that transcript levels may be used as a precocious functional molecular marker of the number of oocytes recruited for vitellogenesis. In a recently published study, LMB vitellogenin receptor (*vtgr*) mRNA was most highly expressed during PN and CA, just before the VTGR protein is required on the plasma membrane for VTG endocytosis into oocytes [38]. In addition, there was an increase in apolipoprotein expression throughout LMB oocyte development, including *preproapolipoprotein A-I*, *apolipoprotein A-IV4 (apoA-IV4*) and *apoe,* but the expression was higher for some (7 to 8-fold) during the secondary growth phase. 

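Preproapolipoprotein A-I (probe UF_Msa_AD_200340) was at 3.29 ± 0.93 in PG and 4.53 ± 0.41 in SG (log2 signal, SD, n = 8 each), a log2 fold change of 1.24 (standard error 0.47, limma adjusted p = 0.0826), with eVtg2 the lowest SG array at 3.62, and was well above background on 5 of 8 PG and 7 of 8 SG arrays. It was highest in OV, at 6.00 ± 0.46 (n = 4). apoA-IV4 (UF_Msa_AD_200164), well above background on 5 of 8 PG and 2 of 8 SG arrays, changed by -0.86 from PG to SG (standard error 0.61, limma adjusted p = 0.377) and alternated between stages, with means of 2.05 in PN, 4.39 in CA, 2.22 in eVtg, 2.49 in lVtg, 5.25 in eOM, 3.64 in lOM and 5.66 in OV. apoe (UF_Msa_AF_109020) changed by 0.89 from PG to SG (standard error 0.45, limma adjusted p = 0.202) and rose from SG to OM, from 7.13 ± 0.48 to 9.41 ± 1.11 (n = 8 each), a log2 fold change of 2.28 (standard error 0.45, limma adjusted p = 0.00416), to fall to 6.84 ± 1.55 in OV (n = 4). The rise was not called with the slide as a random block (2.12). From PG to SG, apoe and preproapolipoprotein A-I were past the threshold with only the arrays of these groups in the fit. Of 11 probes with apolipoprotein in their title, 4 were higher and 7 lower in SG than in PG, of which limma called 0 (2 at an unadjusted p under 0.05). From OM to OV 4 of the 11 were called higher and 1 lower.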

Apolipoproteins function in the transport of cholesterol, the precursor for all steroid hormones. Other studies have also seen a similar increases in apolipoprotein mRNA. For example, in coho salmon, *apoe* is significantly higher during early secondary growth stages compared to early growth stages [5]. Therefore, studies report increases in gene related to metabolism, and fatty acid mobilization and transport that are related to Vtg uptake.

### 4.3 Differentially Expressed Transcripts: Ovulation

Ovulation involves the rupture of the cell wall and oocyte expulsion. It has been reported that inflammatory responses are associated with ovulation as well as protease activity, vasodilation, and leukocyte activation [2]–[4]. Transcripts showing a high abundance at ovulation included *star*, apolipoproteins, *glutamate decarboxylase 2*, *claudin 19, steroidogenic factor 1 (sf1)*, *cytochrome p450 3A68*, *growth hormone receptor 1 (ghr1)*, *aromatase (cyp19a)*, *ldlr*, *neurogranin*, *selenoprotein P*, and fibrinogens. 

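Relative to OM (n = 8), claudin 19 (probe UF_Msa_AF_107120) rose in OV (n = 4) from 10.11 ± 0.85 to 12.08 ± 0.34 (log2 signal, SD), a log2 fold change of 1.97 (standard error 0.38, limma adjusted p = 0.000929), and the 2 groups did not overlap. apoE1 (UF_Msa_AD_200084) had a log2 fold change of 2.83 (standard error 0.49, limma adjusted p = 0.000323) and apolipoprotein A-I precursor (UF_Msa_AD_200394) one of 1.27 (standard error 0.25, limma adjusted p = 0.00115). Aromatase (UF_Msa_AD_200268) rose from 4.59 ± 0.30 to 6.28 ± 0.07, a log2 fold change of 1.69 (standard error 0.29, limma adjusted p = 0.00029), sf1 (UF_Msa_AD_200371) rose by 2.09 and ghr1 by 1.71 (standard errors 0.37 and 0.22), both past the threshold. Of the OM arrays, sf1 was well above background on 1 of 8, aromatase on 2 of 8 and apoE1 on 7 of 8. Glutamate decarboxylase 2 (UF_Msa_AD_200193) was well above background on 0 of 8 OM and 4 of 4 OV arrays and was at least 1.29-fold higher in OV (limma adjusted p = 5.9e-06), and was short of the fold change threshold with normexp or without background correction. Neurogranin (UF_Msa_AF_103938) had a log2 fold change of 1.52 (limma adjusted p = 0.00596) but was not called without OV3, at 1.20, or with the slide as a random block, at 1.41. Selenoprotein P (UF_Msa_AF_103039) rose by 1.20 (standard error 0.55, limma adjusted p = 0.136), short of the threshold, and past it with 75th percentile scaling (2.13) or with only the OM and OV arrays in the fit, and was well above background on 4 of 8 OM arrays.
For several of these genes not every probe of the title was called. Of sf1, UF_Msa_AD_200269 changed by 0.73 (standard error 0.37, limma adjusted p = 0.185). Of apoE1, UF_Msa_AF_106084 changed by 1.46 (standard error 0.85, limma adjusted p = 0.248) and UF_Msa_AD_200132 was well above background on 0 of 8 OM and 0 of 4 OV arrays. Of apolipoprotein A-I precursor, UF_Msa_AD_200087 changed by 1.38 (standard error 1.02, limma adjusted p = 0.372) and UF_Msa_AD_200123 by 1.15 (standard error 0.45, limma adjusted p = 0.0775). star was at 5.98 in OM and 6.09 ± 0.67 in OV on UF_Msa_AD_200270 (log2 fold change 0.12, standard error 0.83, limma adjusted p = 0.94), which had the opposite sign with cyclic LOESS, at -0.48, on the authors' values, at -0.31, and, by less than these, with normexp, without background correction and with the slide as a random block, whereas UF_Msa_AD_200319, well above background on 0 of 8 OM arrays, was at least 2.13-fold higher in OV (limma adjusted p = 0.00302). CYP3A68 changed by -0.69 on UF_Msa_AD_200236 (standard error 0.79, limma adjusted p = 0.583), by 0.15 there with 75th percentile scaling, and by 1.83 on UF_Msa_AD_200182 (standard error 0.43, limma adjusted p = 0.00438). ldlr changed by 0.36 on UF_Msa_AD_200112, which was not past the threshold, and by 1.43 on UF_Msa_AD_200374, which was. Fibrinogen beta chain rose by 2.55 on UF_Msa_AD_200117 (standard error 0.42, limma adjusted p = 0.000186) and was short of the threshold on UF_Msa_AD_200249, where 0 of 8 OM arrays were well above background and which passed with 75th percentile scaling or only the OM and OV arrays in the fit, and on UF_Msa_AF_102942, at 0.44. Among the OM arrays UF_Msa_AD_200117 was well above background on 1 of 8, UF_Msa_AD_200269, UF_Msa_AF_106084, UF_Msa_AD_200123 and UF_Msa_AD_200182 each on 2 of 8, UF_Msa_AD_200374 on 4 of 8, UF_Msa_AF_102942 on 5 of 8 and UF_Msa_AD_200087 on 7 of 8.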

Transcripts showing a lower abundance at ovulation included *protocadherin b*, *progranulin, aquaporin 1, cathepsin D*, *cyclin G2,* and *serine proteinase inhibitor*. 

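Progranulin (probe UF_Msa_AF_104542) fell from 9.26 ± 0.67 in OM (log2 signal, SD, n = 8) to 7.65 ± 0.87 in OV (n = 4), a log2 fold change of -1.61 (standard error 0.35, limma adjusted p = 0.00294). Cathepsin D fell on UF_Msa_AF_104850, from 9.02 ± 0.34 to 8.00 ± 0.16, a log2 fold change of -1.02 (standard error 0.23, limma adjusted p = 0.00327), and rose on UF_Msa_AF_100579, by 0.76 (standard error 0.22, limma adjusted p = 0.0169), where the call was lost without OV2 (0.66). Cyclin G2 (UF_Msa_AF_105966) changed by -0.81 (standard error 0.24, limma adjusted p = 0.0246) and was not called without OV3 (-0.70) or OV4 (-0.76). Protocadherin b (UF_Msa_AF_110143), well above background on 3 of 4 OV arrays, changed by -1.38 (standard error 0.49, limma adjusted p = 0.0537), past the threshold without eOM4 (-1.47), and aquaporin 1 (UF_Msa_AF_101188) by -1.03 (standard error 0.63, limma adjusted p = 0.278). Serine proteinase inhibitor (UF_Msa_AD_200360) was well above background on 4 of 8 OM and 0 of 4 OV arrays and was at least 4.87-fold lower in OV, with a limma adjusted p of 0.134. lOM2, at 8.95 against 4.07 to 5.51 in the other OM arrays, was its highest OM array. With only the OM and OV arrays in the fit, these last 3 probes were past the threshold. With the slide as a random block, progranulin (-1.49), cathepsin D UF_Msa_AF_104850 (-0.97) and cyclin G2 (-0.75) were not called.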

Many of the LMB transcripts identified here have been previously identified as differentially expressed in specific ovarian stages [4], [5], [39]. 

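On probe UF_Msa_AD_200270, star was at 2.46 ± 0.76 in PN, 3.65 ± 2.86 in CA, 3.28 ± 0.77 in eVtg, 4.36 ± 1.20 in lVtg and 4.95 ± 0.86 in eOM (log2 signal, SD, n = 4 each). Its highest mean was in lOM, at 7.01 ± 0.94. In AT it was at 2.21 ± 0.46 (n = 3), well above background on 0 of 3 arrays, and was at least 7.23-fold lower than in OM (limma adjusted p = 0.00124). UF_Msa_AD_200319 was well above background on 0 of 8 OM and 2 of 3 AT arrays and was not called from OM to AT (limma adjusted p = 0.473). Plasma E2 of the fish was not analysed here.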

In this study, ovarian *star* transcript levels were significantly and positively correlated with plasma E_2_ levels in LMB during various stages of the female reproductive cycle, peaking during maturation and significantly decreasing post-maturation in atretic eggs. In previous studies, we have measured LMB *star* mRNA during late vitellogenesis and maturation and these data correspond to the microarray data [32].

SAM identified a number of transcription factors and receptor subunits that showed significant temporal changes during follicular development that may be important for final ovulation. Transcripts for *esrba*, *lldr*, *progestin and adipoQ receptor family member VII* mRNA levels decreased towards ovulation. These data are consistent with previous reports that *esrba* mRNA in the LMB ovary decreases throughout the stages of LMB ovarian development towards ovulation [31].

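In limma's trend over the stages from PN to OV, the probe titled estrogen receptor gamma, UF_Msa_AD_200055, had a slope of 0.08 log2 units per stage (standard error 0.06, limma adjusted p = 0.309), with no OM array well above background. Its opposite strand, UF_Msa_AD_200271, decreased by -0.26 log2 units per stage (standard error 0.08, limma adjusted p = 0.01), with means of 11.04 ± 1.04 in PN and 9.24 ± 1.06 in lOM and a higher mean again in OV (SD, n = 4 each). ldlr decreased on UF_Msa_AD_200112, with a slope of -0.17 (standard error 0.04, limma adjusted p = 0.00268), and not on UF_Msa_AD_200374, with a slope of 0.16 (limma adjusted p = 0.077). mPR-alpha, the progestin and adipoQ receptor of these titles, decreased on both UF_Msa_AD_200191, with a slope of -0.22 (standard error 0.04, limma adjusted p = 0.000241), and UF_Msa_AF_109083, with one of -0.21 (standard error 0.05, limma adjusted p = 0.002). These slopes are between stages that lie on different slides.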

Interestingly, during the progression of primary growth stages to ovulation, gamma-aminobutyric acid (GABA) receptor subunits (*gabrb2*, *gabrb3*, *gabrg2*) and peroxisome proliferator-activated receptor gamma (*pparg)* were significantly increased in abundance. 

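GABA receptor beta-3 (probe UF_Msa_AF_108143) rose from 3.95 ± 0.43 in PN to 6.39 ± 0.45 in lVtg, 6.90 ± 0.46 in lOM and 6.38 ± 0.81 in OV (log2 signal, SD, n = 4 each), a slope of 0.46 log2 units per stage (standard error 0.07, limma adjusted p = 3.14e-05). pparg (UF_Msa_AF_101384) rose from 5.46 ± 0.53 in PN to 7.53 ± 0.62 in OV, a slope of 0.31 (standard error 0.07, limma adjusted p = 0.00205). GABA receptor gamma-3 (UF_Msa_AF_104845) had a slope of -0.09 (standard error 0.05, limma adjusted p = 0.212). No title used here pairs gabrb2 with a probe, and it was not analysed here.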

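Probe UF_Msa_AF_107029, titled gad1, was at 3.76 ± 0.49 in PN, 2.57 ± 0.27 in CA, 3.73 ± 0.24 in eVtg, 3.95 ± 0.87 in lVtg, 4.48 ± 0.46 in eOM, 3.75 ± 0.36 in lOM and 3.87 ± 0.14 in OV (log2 signal, SD, n = 4 each). Its slope over these stages was 0.12 log2 units per stage (standard error 0.06, limma adjusted p = 0.11). The signal was low throughout, and 1 of 8 OM arrays was well above background.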

Glutamate decarboxylase 67 (g*ad1)*, the enzyme that decarboxylates glutamate to form GABA, was also differentially expressed in early transitions of the ovary and was expressed at higher levels during earlier stages of development. GABA_A_ receptors are ionic Cl^-^ channels that are composed of five subunits and the subunit composition of the GABA_A_ receptor determines the mechanistic properties of the receptor. The role of GABA in the control of reproduction in teleost fishes is well established from a neuroendocrine viewpoint [40], but its role in teleostean ovarian function is not well understood. Although classically defined as a neurotransmitter, GABA and its receptors are found in relatively high abundance in the human ovary and other mammalian reproductive tissues such as the uterus [41]. GABA’s role in teleostean ovarian function has not been studied and the gene expression data presented in this study offers a new hypothesis regarding a potential role for GABA signaling in regulation of oocyte development.

### 4.4 Differentially Expressed Transcripts: Atresia

Prior to ovulation, oocytes not needed undergo atresia, which is characterized by hyperplasia of the oocyte, breakdown of cell structures, and reabsorption of the zona pellucida. 

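Of the 7227 probes limma called from OM (n = 8) to AT (n = 3), 52.9% were lower in AT. The share was 46.9% with cyclic LOESS, 42.9% on the authors' normalized values and 39.6% with 75th percentile scaling, and lay between 50.2% (without AT2) and 53.8% (without AT1) with single arrays left out. It also differed between kinds of probes, a split made after the values were seen. Among 7787 probes that the files mark with a database match, 1136 were higher and 2281 lower (66.8% lower), and among the other 7421 probes 2270 were higher and 1540 lower (40.4% lower). In the sheet of File S3, which lists annotated probes, the part used here holds 412 higher and 1217 lower by the paper's fold changes. Of the probes called higher, 2044 were among the 5069 probes dimmest in OM, 796 among the 5070 of middle brightness and 566 among the 5069 brightest. Among 132 pairs of strands, 77 probes called higher were on the strand of lower signal and 15 on the other (83.7% on the former). The strand of lower signal rose by a median of 1.84 on the log2 scale while the other strand changed by 0.05. This rise came from AT2 and AT3, at 3.44 and 1.69 above OM, while AT1 was at -0.21. Among the probes called from OM to AT, AT1 differed from OM by over 1.5-fold in the same direction for 43.5%, AT2 for 96.1% and AT3 for 94.3%.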

Interestingly, during this transition, our data indicates that there is preponderance of down-regulated transcripts, similar to data reported for the Senagalese sole [8]. Transcripts for GABA receptor subunits, *star, ovulatory protein-2*, *putative senescence-associated protein, Na-K-Cl cotransporter, Williams syndrome transcription factor* and *thyroid hormone receptor interactor 11*, among others were down-regulated 10–70 fold. 

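From OM (n = 8) to AT (n = 3), Williams syndrome transcription factor (probe UF_Msa_AF_107925) fell from 12.92 ± 0.36 to 7.04 ± 4.11 (log2 signal, SD), a log2 fold change of -5.89 (standard error 0.78, limma adjusted p = 3.06e-06). It was at 11.76 on AT1, 4.23 on AT2 and 5.11 on AT3, and without AT2 the change was -4.48. Thyroid hormone receptor interactor 11 (UF_Msa_AF_103101), well above background on 7 of 8 OM and 1 of 3 AT arrays, changed by -3.27 (standard error 0.53, limma adjusted p = 2.15e-05), with AT1 at 4.60, AT2 at 1.85 and AT3 at 1.63. GABA receptor beta-3 fell from 6.81 ± 0.46 to 3.57 ± 0.92, a log2 fold change of -3.24 (standard error 0.54, limma adjusted p = 3.08e-05), and GABA receptor gamma-3 changed by 0.34 (standard error 0.41, limma adjusted p = 0.505). The senescence-associated protein fell on UF_Msa_AD_200114, by a log2 fold change of -1.31 (standard error 0.44, limma adjusted p = 0.0151), not called without AT1 (-1.0), and on UF_Msa_AD_200321, by one of -4.55 (standard error 1.08, limma adjusted p = 0.001), which was at 11.62 on AT1 and at 2.39 on AT2, was well above background on 2 of 3 AT arrays and was not called without AT2 (-2.73).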

Many of the genes involved with mitochondrial respiration (ATPase subunits, NADH subunits, and cytochrome genes) were also decreased, perhaps reflecting a lowered requirement for energy stores.

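ATP synthase F0 subunit 6 (probe UF_Msa_AF_102892) was at 14.78 ± 0.50 in OM (log2 signal, SD, n = 8) and 10.95 ± 1.50 in AT (n = 3), a log2 fold change of -3.83 (standard error 0.91, limma adjusted p = 0.001), and NADH dehydrogenase subunit 3 (UF_Msa_AF_110142) at 14.18 ± 0.41 and 9.72 ± 1.76, a log2 fold change of -4.46 (standard error 1.04, limma adjusted p = 0.000786). NADH dehydrogenase subunit 4L (UF_Msa_AF_104745), well above background on 1 of 3 AT arrays, changed by -2.04 (standard error 1.11, limma adjusted p = 0.129), and was past the threshold without AT2 (-4.25), with cyclic LOESS (-3.63) and on the authors' values (-3.39). Only probes that the paper listed as changed on these same arrays carry a title, so a tally by title leaves out the others. All 16 probes titled as mitochondrially encoded respiratory chain genes were lower in AT, also with 75th percentile scaling, cyclic LOESS and the authors' values. Their median log2 fold change was -2.54, and 7 of them were past the threshold. Without AT2, NADH dehydrogenase subunit 4L, ATP synthase F0 subunit 6 UF_Msa_AD_200356 and cytochrome b UF_Msa_AF_102039, UF_Msa_AD_200390, UF_Msa_AD_200358 and UF_Msa_AD_200237 passed it as well (-5.3 to -2.81). Without AT3, UF_Msa_AD_200066 and UF_Msa_AD_200091 did not pass (-2.24 and -2.47), nor did UF_Msa_AD_200066 without AT1 (-2.28). The 3 AT arrays differed in their median over the 16 probes, at 6.58 on AT1, 11.56 on AT2 and 6.49 on AT3. The OM arrays had medians of 9.19 to 10.49, so that AT2 lay above every OM array in this median. On single probes AT2 differed in direction. It was below every OM array for UF_Msa_AD_200245 (13.93), UF_Msa_AF_102892 (12.67) and UF_Msa_AF_110142 (11.66). It was above every OM array for dimmer probes that include UF_Msa_AD_200390 (11.4) and UF_Msa_AD_200356 (10.48). Of 8 probes titled as nuclear encoded respiratory chain genes, 6 were higher and 2 lower in AT.

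**Figure D3:**
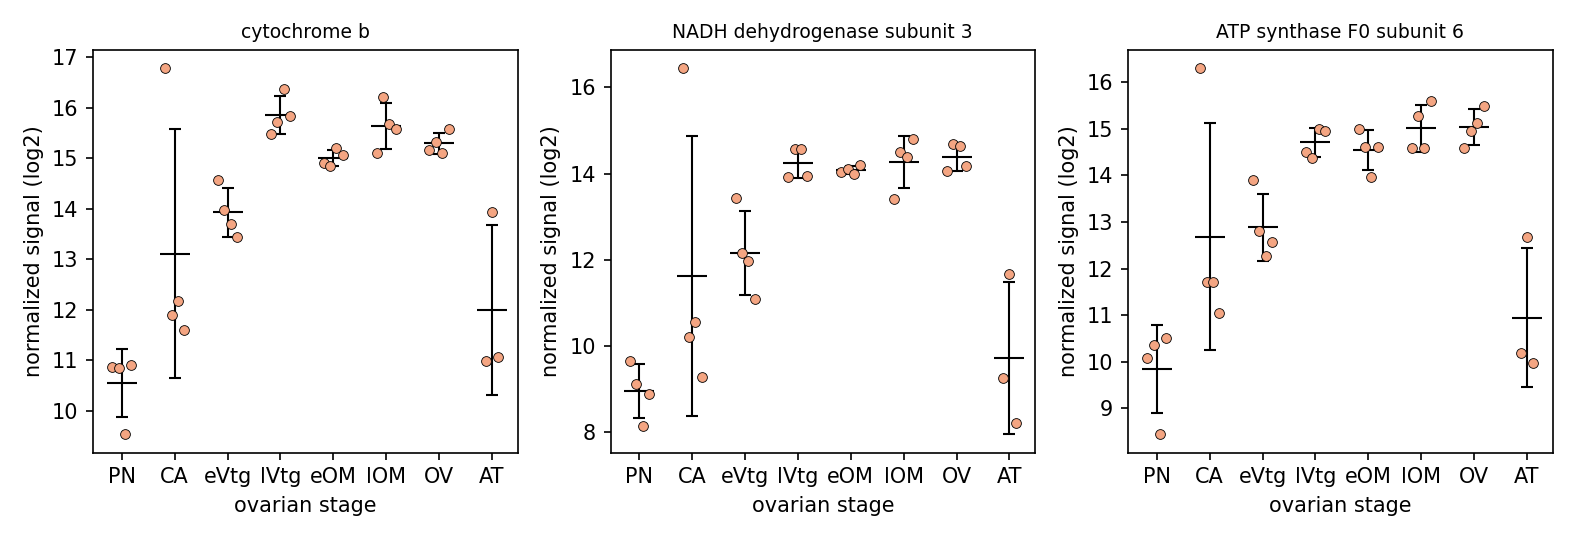
Log2 signal after quantile normalization (vertical axis) of cytochrome b, NADH dehydrogenase subunit 3 and ATP synthase F0 subunit 6 by ovarian stage (horizontal axis), 1 panel per probe, with 1 dot per array and the mean ± SD of each stage (n = 4, and n = 3 in AT). Cytochrome b is at 10.55 in PN, 15.85 in lVtg and 11.99 in AT, and CA1 at 16.78 lies above the other CA arrays.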

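Ovulatory protein-2 (probe UF_Msa_AF_101540) was at 14.23 ± 0.62 in OM (log2 signal, SD, n = 8) and at 7.57 ± 2.18 in AT (n = 3), with AT1 at 6.24, AT2 at 10.08 and AT3 at 6.40, all below the lowest OM array at 13.26. The log2 fold change was -6.66 (standard error 1.45, limma adjusted p = 0.000423), a 101-fold lower level, and lay between -7.91 and -5.99 with single arrays left out. In PN the probe was at 6.52 ± 0.58 and in OV at 14.19 ± 0.73 (n = 4 each).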

Garczynski and Goetz [42] previously identified *ovulatory protein-2* as important for ovulation and it was significantly depressed in LMB at atresia (75-fold). Another intriguing transcript was *nkcc* corresponding to the NKCC protein which transports Na^+^, K^+^ and Cl^-^ into cells and plays a role in maintenance of ionic balance and intracellular pH regulation in human Sertoli cells [43]. 

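The Na-K-Cl cotransporter (nkcc, probe UF_Msa_AF_106121) was well above background on 3 of 8 SG and 8 of 8 OM arrays and rose from SG to OM, from 2.91 ± 1.12 to 6.65 ± 1.15 (log2 signal, SD, n = 8 each), a log2 fold change of 3.75 (standard error 0.51, limma adjusted p = 0.000128) that rests on SG arrays of mostly weak signal. In AT it was at 2.87 ± 0.74 (n = 3), well above background on 0 of 3 arrays, and was at least 11.4-fold lower than in OM (limma adjusted p = 7.45e-05). By stage it was at 2.60 ± 0.22 in PN, 5.92 ± 0.99 in eOM, 7.38 ± 0.82 in lOM and 5.59 ± 0.81 in OV (n = 4 each).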

To the best of our knowledge, there is no information on the role of this transporter in the fish gonad. Perhaps a decrease in this transcript results in pH changes in atretic oocytes. Some transcripts were also increased, including *glutathione peroxidase 3 isoform 1*, *adenine nucleotide translocator*, *cathepsin B precursor*, and *cell division cycle 42*, among others. 

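Cell division cycle 42 (probe UF_Msa_AD_200058) rose from 14.20 ± 0.22 in OM (log2 signal, SD, n = 8) to 15.10 ± 0.19 in AT (n = 3), a log2 fold change of 0.90 (standard error 0.15, limma adjusted p = 2.97e-05), and its opposite strand, UF_Msa_AD_200379, by 3.04 (standard error 0.57, limma adjusted p = 8.42e-05), where AT1 was at 6.54, AT2 at 12.25 and AT3 at 10.35 against 6.67 ± 0.30 in OM. Glutathione peroxidase 3 rose by 2.56 on UF_Msa_AD_200331 (standard error 0.47, limma adjusted p = 6.73e-05), where AT1 was at 7.51, AT2 at 12.36 and AT3 at 10.35 against 7.52 ± 0.27 in OM, and by 0.88 on the opposite strand, UF_Msa_AD_200380 (standard error 0.14, limma adjusted p = 2.64e-05). Adenine nucleotide translocator changed by 0.43 on UF_Msa_AD_200160 (standard error 0.19, limma adjusted p = 0.056), past the threshold without AT2 (0.72), with 75th percentile scaling (0.64) and on the authors' values (0.67), and by 2.37 on UF_Msa_AD_200120 (standard error 0.51, limma adjusted p = 0.00035), where AT1 was at 7.93, below the OM mean of 8.42. No title used here pairs cathepsin B precursor with a probe, and it was not analysed here. UF_Msa_CF_123170, with which the files pair no gene and which was well above background on 5 of 8 OM arrays, rose from 4.24 ± 0.59 in OM (n = 8) to 10.47 ± 1.20 in AT (n = 2, AT2 and AT3, its spot on AT1 being an outlier), a log2 fold change of 6.22 (standard error 0.48, limma adjusted p = 1.58e-09).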

Their roles in atresia need to be investigated.

### 4.5 Some Pathways Involved in Oocyte Maturation and Atresia

Many cell-signaling cascades involved in immune response were differentially affected during oocyte maturation. Our data suggest that cell signaling cascades that involve T and B-cell activation, mast cells, and NK cell activation are increased during the early stages of follicular development and are subsequently decreased during AT. Mast cells are located in most tissues and play a key role in the inflammatory process. Mast cells secrete biogenic amines such as histamine and serotonin in response to allergens and cellular injury; these cells also play an important role in the rat ovary during sexual maturation [44]. An interesting role for inflammatory response in fish ovaries during follicular maturation may be in protecting susceptible oocytes from infection [45]. The decrease in these inflammatory pathways during AT may simply reflect that these pathways are no longer needed for oocytes are no longer viable and are being reabsorbed.

An objective of this study was to gain additional insight into the processes that might determine whether an oocyte follows a path towards OV or AT. If energy stores are inadequate, an individual will reduce the number of eggs (via AT) to reabsorb the nutrients. Pathways such as arachidonic acid metabolism and sphingolipid metabolism were involved in OV, while reactive oxygen species metabolism, FSHR -> FOXO1A signaling, TGF signaling, and cholinergic signaling were associated with AT. In addition, oxidative phosphorylation and pathways such as actin cytoskeleton regulation and gap junction regulation were decreased at AT, reflecting changes in energy requirements for atretic oocytes and the breakdown of the germinal vesicle. Although the majority of affected pathways at OV and AT were different, there were some examples of common signalling pathways between OV and AT, such as T-cell pathways and translation control. Interestingly, the fibronectin receptor -> catenin (cadherin-associated protein), beta 1 signalling cascade was down-regulated at both ovulation and atresia while at early growth stages, this pathway is up-regulated and we hypothesize that this pathway plays a role in ooctye maturation in the ovary.

Some other interesting gene expression networks determined to be significantly associated with OM and AT included targets of nerve growth factors (NGF) (increased nearly 110% at ovulation) and expression targets of signal transducers and activators of transcription (STAT5) signaling (decreased 140% during AT). NGF is a protein that stimulates the growth and survival of sympathetic nerve cells. In mammalian ovaries, NGF can be found in the developing oocyte and contributes to the growth and function of sympathetic neurons projecting to the ovaries [46]. In fish, this gene network may be functioning to maintain or enhance neuronal inputs during final oocyte maturation. In contrast, STATs play key roles in growth factor-mediated intracellular signal transduction, proliferation, inflammation, and apoptosis. In the rat ovary, STAT5b and STAT3 signaling pathways show temporal expression patterns during folliculogenesis and luteinization and these pathways are active at different periods to regulate gene expression [47]. STAT5 activates a number of transcription factors and during AT, there may no longer be a need for cell regulation and active DNA transcription.

Gene networks that require more discussion include those controlled by activin/inhibin. Both activin and inhibin are cytokines that are found in the CNS as well as in peripheral tissues. Interestingly, in the ovary, the activin network was significantly higher in expression in earlier stages of oocyte development and decreased towards maturation, but then dramatically increased in ovulated eggs (∼100%). Networks involving *follistatin* (*fst*) and *inhibin B* (*inhb*) on the other hand were significantly decreased during AT (∼130%). A primary role for these cytokine signaling cascades in oocyte maturation in vertebrates are well supported in mammalian studies [48]. These cytokines are involved in both autocrine and paracrine communication between theca and granulosa cells and between oocytes and granulosa cells. In LMB ovulated eggs, the majority of transcripts in the activin network were increased and were related to increases in genes involved in steroid production, lipid transport, and metabolism. Members of the activin network included *fst* and *igf1* and these genes were increased in expression in ovulated eggs.

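In ovulated eggs, fst (follistatin) was at 6.07 ± 0.34 (log2 signal, SD, n = 4) against 4.81 ± 0.59 in OM (n = 8) on probe UF_Msa_AD_200213, a log2 fold change of 1.26 (standard error 0.36, limma adjusted p = 0.0166), and UF_Msa_AF_104341 of the same title rose by 1.47 (standard error 0.39, limma adjusted p = 0.0118). They were well above background on 5 of 8 and 1 of 8 OM arrays. The remaining probe of the title, UF_Msa_AD_200131, was well above background on 0 of 8 OM and 1 of 4 OV arrays and was not called (limma adjusted p = 0.712), with OV1 at 7.02 against 1.55 to 2.13 in the other OV arrays. Without OV1 it was called lower, between groups of such weak signal. igf1 (UF_Msa_AD_200133) was at 6.42 ± 0.31 against 5.40 ± 0.27, a log2 fold change of 1.02 (standard error 0.29, limma adjusted p = 0.0157), with every OV array above every OM array and 7 of 8 OM arrays well above background. Without OV3 the other 3 probes were not called, at 1.11, 1.29 and 0.93. UF_Msa_AD_200213 and igf1 were also not called with normexp, without background correction or with the slide as a random block, which gave 1.17 and 1.02, and UF_Msa_AD_200213 not with cyclic LOESS (1.25). In PN the 2 genes were at 6.47 ± 0.46 (UF_Msa_AD_200213) and 6.98 ± 0.52 (n = 4 each).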

### 4.6 Seasonal Expression of mPR-alpha, ghr1, lhr, and fshr in the LMB Ovary

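From SG to OM, mPR-alpha fell on probe UF_Msa_AD_200191 from 9.55 ± 0.18 to 8.58 ± 0.55 (log2 signal, SD, n = 8 each), a log2 fold change of -0.96 (standard error 0.31, limma adjusted p = 0.0623). It was short of the threshold, and past it without lOM2 (-1.10), with 75th percentile scaling (-0.95), with cyclic LOESS, on the authors' values (-1.03) and with only the SG and OM arrays in the fit. On UF_Msa_AF_109083, well above background on 7 of 8 OM arrays, the log2 fold change was -0.70 (standard error 0.27, limma adjusted p = 0.141). From PG to SG UF_Msa_AD_200191 changed by -0.08 (standard error 0.31, limma adjusted p = 0.904), and by 0.01 without CA1.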

Microarray and real-time PCR analysis suggested that LMB *mPR-alpha* mRNA was higher in abundance in secondary growth stages (vitellogenesis) compared to maturation. Progestins are steroidal hormones that include progesterone and 17alpha, 20beta-dihydroxy-4-pregnen-3-one (17α, 20β DHP) that function in regulating gametogenesis. Progestin membrane receptors have been extensively characterized in Atlantic croaker (*Micropogonias undulatus*) [49] and channel catfish (*Ictalurus punctatus*) [50], [51]. In the catfish ovary, *mPR-alpha* is highest immediately preceding the peak in GSI and *lhr*. In contrast, *mPR-beta* has a more constitutive expression in catfish throughout the year and *mPR-gamma* peaks earlier in follicular development and declines in mRNA levels before spawning. In the zebrafish ovary, smaller oocyte sizes showed lower mRNA expression of *mPR-alpha* compared to later stages of development and growth [51]. In goldfish (*Carassius auratus*), *mPR-alpha* mRNA was constitutively expressed during oogenesis and was highest in expression (size of 876–1000 µm) before the maximum size of the oocyte [52]. Thus, data suggest that the progestins play a significant role in early vitellogenesis before final maturation. Interestingly, LMB *mPR-alpha* mRNA expression mirrored more closely the seasonal expression patterns of the catfish *mPR-gamma*. The LMB sequence we obtained is highly homologous to characterized alpha isoforms and the degree in amino acid sequence identity between the α and the β and γ isoforms in catfish is 49% and 30% respectively, thus we are confident that the mPR-alpha isoforms is the isoform being quantified in LMB. Taken together, these studies suggest that there may be differences in mPR isoform expression in teleosts and seasonal expression patterns of all three isoforms need to be further characterized in fishes.

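ghr1 (probe UF_Msa_AD_200161) was at 5.42 ± 0.23 in PG and 4.11 ± 0.41 in SG (log2 signal, SD, n = 8 each), and every SG array was below every PG array. It was well above background on 7 of 8 SG arrays. The log2 fold change was -1.31 (standard error 0.18, limma adjusted p = 3.7e-05), and it lay between -1.40 and -1.22, past the threshold throughout, with single arrays left out. With normexp (-0.45) and without background correction (-0.46) it was short of the fold change threshold. The opposite strand of the same sequence, UF_Msa_AD_200342, changed by -0.27 (standard error 0.33, limma adjusted p = 0.632).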

Microarray analysis and real-time PCR identified LMB *ghr* mRNA as higher during primary growth stages than vitellogenic oocytes. This corroborates other studies that show higher levels of *ghr* mRNA early in oocyte development. Using in situ hybridization to detect *ghr* in the ovary of tilapia (*Oreochromis mossambicus*), Kajimura et al. (2004) observed intense staining for *ghr* mRNA in the cytoplasm and nucleus of immature oocytes in the PN stage which suggests an early role for *ghr* during early maturation. Other studies with salmon [53] and trout [54] also indicate higher abundance of the mRNA and activity of Ghr in early ovarian stages. Conversely, both *ghr1* and *ghr2* mRNA expression were highest at sexual maturation compared to regressed stages of reproductive development in tilapia [55]. Thus, there may be differences in expression patterns among fish. In the LMB, only the *ghr1* isoform was investigated and LMB *ghr2* should be investigated to determine whether the two isoforms correspond in expression patterns.

LMB gonadotropin receptor expression was investigated only by real-time PCR experiments since the probes for the two receptors were not present on the microarray. The expression of LMB *lhr and fshr* are comparable to the seasonal patterns observed in other fish, for example female European seabass [25], zebrafish [56], and Atlantic cod [57]. In LMB, it appears that early gonadotropin-induced activation first occurs via FSH stimulation during primary growth stages of LMB oocyte development. This hypothesis is based upon the expression patterns of *fshr* mRNA and the identification of gonadotropin-signaling pathway activation through FSHR signaling by the transcriptomics data in primary growth stages. Of interest, gene networks associated with LH signaling were significantly affected throughout LMB ovarian development. The analysis does not suggest that LH is responsible for these changes, only that downstream targets of LH signaling are increased. This is at a time when the receptor is not yet expressed or is very low, thus the expression network may not yet be responsive to LH and may be regulated by other hormonal factors. Not surprisingly, there was a significant increase in LH expression targets in the ovary at maturation (120%), which corresponds to increased *lhr* mRNA expression associated with ovulation.

### Conclusions

Molecular based studies are needed to better characterize natural variation in ovarian transcriptomics in wild populations of fish. This comprehensive transcriptomics analysis identified genes that are differentially throughout oocyte maturation and atresia. Many environmental pollutants and abiotic factors (e.g. temperature, hypoxia) induce atresia in fish. Therefore, it is important to identify the signaling cascades that correspond to atresia to better understand how these molecular changes relate to gonad morphology. These data suggest that there are distinct transcriptomics fingerprints for LMB ovary stages, and this study provides novel mechanistic insight into molecular signaling cascades underlying oocyte maturation. For example, there may be a role for gene target signaling related to LH in early stages of oocyte growth. This has not been studied to date. Also transcriptomics data suggest that activin/inhibin have a prominent role in regulating DNA replication, steroid metabolism, and lipid transport during final maturation and atresia. Lastly, there appears to be a role for neurotransmitters (e.g. GABA, serotonin, and dopamine), the immune system (T-cell activation, mast cells), cytokines (e.g. activins) and signaling via prostaglandins and arachidonic acid in oocyte development that require further study.

## Supporting Information

File S1 Figure S1: Hierarchical clustering of the transcriptome of each LMB ovarian stage. Clustering was based on all transcriptomics data from the 15 K microarray to investigate overall patterns in gene expression. Primary and secondary growth stages clustered separately as did ovulation and atresia. Figure S2: Heat maps of receptors and transcription factors that showed significant (A) increases with ovulation (B) decreases at ovulation, and (C) and decreases in mRNA abundance with atresia after a time course analysis (SAM). There were no significant transcripts that were induced following atresia, suggesting many processes that are receptor mediated are down regulated with reabsorption of the oocytes. Figure S3: Seasonal dependent expression of (A) *mPR-alpha* (B) *ghr1* (C) *lhr* and (D) *fshr* mRNA. Expression is reported as mean absolute copy number of the transcript ± SEM. Sample sizes/month is n = 4 except for the month of June (n = 3). PG pn (n = 9), PG ca (n = 8), SG eVtg (n = 8), SG lVtg (n = 3), OM (n = 12), and AT (n = 2). Total number of animals used in the stage specific analysis was n = 42. Different letters indicate statistical differences among groups (p<0.05).
(PDF) Click here for additional data file.

File S2 (PDF) Click here for additional data file.

File S3 (XLSX) Click here for additional data file.

File S4 (XLS) Click here for additional data file.

File S5 (DOCX) Click here for additional data file.

# Supplementary material for: Gene Expression Networks Underlying Ovarian Development in Wild Largemouth Bass (Micropterus salmoides)
**Source:** PLoS One. 2013 Mar 20;8(3):e59093. doi: 10.1371/journal.pone.0059093
**Supplement:** File S5

**Abbreviation List**

A2M- alpha-2-macroglobulin

ADCYAP1R1- adenylate cyclase activating polypeptide 1 (pituitary) receptor type I

AKT1- v-akt murine thymoma viral oncogene homolog 1

ANXA5- Annexin A5

APOA4- apolipoprotein A-IV

AR, androgen receptor

BCL2L1- BCL2-like 1

cRNA – complementary RNA

CASP3- caspase 3, apoptosis-related cysteine peptidase

CCNA2- cyclin A2

CCND2- cyclin D2

CCNE1- cyclin E1

CD69- CD69 molecule

CDH2- cadherin 2, type 1, N-cadherin (neuronal)

CDK2- cyclin-dependent kinase 2

CGA- glycoprotein hormones, alpha polypeptide

CREB1- cAMP responsive element binding protein 1

CTNNB1- catenin (cadherin-associated protein), beta 1, 88kDa

CYP19A1- cytochrome P450, family 19, subfamily A, polypeptide 1

CYP3A4- cytochrome P450, family 3, subfamily A, polypeptide 4

DUSP1- dual specificity phosphatase 1

E2 – estrogen

ELISA - Enzyme-linked immunosorbent assay

ESR1- estrogen receptor 1

FABP1- fatty acid binding protein 1, liver

FASN- fatty acid synthase

FDR – False Discovery Rate

FN1- fibronectin 1

FOS- v-fos FBJ murine osteosarcoma viral oncogene homolog

FOXC1, forkhead box C1

FOXO1 - forkhead box O1

FSHB- follicle stimulating hormone, beta polypeptide

FSHR - follicle stimulating hormone receptor

FST- follistatin

GAD1- glutamate decarboxylase 1 (brain, 67kDa)

GAD2- glutamate decarboxylase 2 (pancreatic islets and brain, 65kDa)

GABA – gamma-aminobutyric acid

GH1/ GHR - growth hormone 1 / growth hormone receptor

GNRHR- gonadotropin-releasing hormone receptor

GOI – gene of interest

GSK3B- glycogen synthase kinase 3 beta

GSEA – gene set enrichment analysis

GSI – gonadosomatic index

GVBD – germinal vesicle breakdown

HBE1- hemoglobin, epsilon 1

HBZ- hemoglobin, zeta

HSP90AA1- heat shock protein 90kDa alpha (cytosolic), class A member 1

IGF1- insulin-like growth factor 1 (somatomedin C)

IgG - Immunoglobulin G

INHBA- inhibin, beta A

ITGB1- integrin, beta 1 (fibronectin receptor, beta polypeptide, antigen CD29 includes MDF2, MSK12)

KCNC1- potassium voltage-gated channel, Shaw-related subfamily, member 1

KDR- kinase insert domain receptor (a type III receptor tyrosine kinase)

KEGG - Kyoto Encyclopedia of Genes and Genomes

KPNA4- karyopherin alpha 4 (importin alpha 3)

LMB – Largemouth Bass

LDLR- low density lipoprotein receptor

LH / LHR- luteinizing hormone and luteinizing hormone receptor

LHB- luteinizing hormone beta polypeptide

MCL1- myeloid cell leukemia sequence 1 (BCL2-related)

mPR-alpha – membrane progestin receptor alpha

MYH10- myosin, heavy chain 10, non-muscle

MYOD1, myogenic differentiation 1

NOTCH1- Notch homolog 1, translocation-associated (Drosophila)

NR0B1- nuclear receptor subfamily 0, group B, member

NRN1- neuritin 1

PDPK1- 3-phosphoinositide dependent protein kinase-1

PI3K- phosphatidylinositol 3-kinase

PMTs – photomultiplier tubes

POMC- proopiomelanocortin

PPARG- peroxisome proliferator-activated receptor gamma

PRL- prolactin

SAM – significance of microarray analysis

SCARB1- scavenger receptor class B, member 1

SDHC- succinate dehydrogenase complex, subunit C, integral membrane protein, 15kDa

SNEA – sub-network enrichment analysis

SPARC- secreted protein, acidic, cysteine-rich (osteonectin)

STAR- steroidogenic acute regulatory protein

T - testosterone

TGF-beta – transforming growth factor beta

TF- transferring

TH- tyrosine hydroxylase

VEGFA- vascular endothelial growth factor A

VTG - vitellogenin

How the deposited data were processed for this re-analysis (not part of the article)

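Ovarian RNA of 31 female LMB was hybridized to single-colour Agilent microarrays of 15208 probes and 536 control spots, with 1 fish per array. There were 4 arrays for each of PN, CA, eVtg, lVtg, eOM, lOM and OV and 3 for AT, and every array was assigned to its stage and replicate number from the deposited labels and the stages of the methods. OV samples were ovulated eggs and the others ovary tissue.

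The authors deposited, for each array, the output of the scanner software, with the intensity of each spot after subtraction of the background and spatial detrending, the mean intensity before it, the local background and marks for outliers, saturation and signal well above background. These intensities are not normalized between arrays. The authors also deposited a table of normalized log2 values, whose normalization was not stated beside the values. Each of its 31 columns had its highest correlation with the scanner values of its own array, with a lowest Pearson r of 0.978 and a median of 0.999 across probes. The percent of probes well above background ranged from 78.2 to 94.1 between arrays, 0 spots were saturated, and the number of arrays per stage limits the precision. The ratio and fold values of File S3 come from the authors and were used to pair probes with gene titles and for comparison.

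The log2 of the background-subtracted intensity was quantile normalized between the 31 arrays in limma 3.58.1 (R 4.3.3), after removal of control spots and with 283 outlier spots (0.06%) left out. Dim probes were kept. limma models with 8 stage means or 5 group means were fitted to all 31 arrays, with moderated variances and Benjamini-Hochberg adjustment within each comparison, and probes with an adjusted p under 0.05 and a fold change over 1.5 were counted. Trends were slopes on the position of the stage in the sequence towards OV or towards AT, counted at an adjusted p under 0.05. Distances were root mean square log2 differences per probe, and clustering used Ward's method. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. For a probe that was not well above background on any array of a group, only a bound on the fold change is given, against the lowest signal well above background on each array.

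The fits were tested on simulated arrays of 14935 probes, of which 200 were changed by known fold changes. The spread of a probe was the same in every simulated stage. limma recovered 94.2% of 4-fold changes from PG to SG, 88.5% from SG to OM, 80.2% from OM to OV and 78.1% from OM to AT, with 2.5, 2.6, 5.1 and 3.6% false calls. For the trends the limma slope recovered 87.5% towards OV and 82.1% towards AT, and the one-class SAM 56.2 and 0%.

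The genes named are those the paper names for a microarray measurement, matched by their titles in File S3. Where several probes carried a title, the probe of highest mean signal came first, and the 3 largest changes in each direction of each grouped comparison were added, among called probes for which no array of one group overlapped the other. Probes named outside this rule are marked as chosen after their values were seen. The comparisons with their tests, the rule for named genes and the alternatives were set before the data were examined, except a count of only the probes marked with a database match and array weights by a gene-by-gene estimator. The alternatives were 75th percentile scaling, cyclic LOESS (span 0.2), normexp (offset 50), no background correction, a filter on dim probes that kept 14408, the authors' normalized values, a replicate block, a one-way ANOVA without moderation, fits of only the arrays compared, array weights, the slide and the scan day as blocks, an adjusted p with no fold change threshold, one-class SAM, only the 6 stages shared by both trends, other distances, and leaving out each array after normalization of all arrays. Slide and scan were taken from the headers of the array files. PG, SG, AT and OV each lie on 1 slide, and OM on 2.

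Titles of File S3 were used as held, with the 1629 probes at the start of the sheet from OM to AT, so no overlap was tested for that comparison. Gene set enrichment, pathway networks, plasma hormones and real-time PCR were not analysed here.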

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

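The tests of the strand pairs, of lOM4 and of CA1, and those of low signal for CA1, lOM4 and OV3, were chosen only after the results were seen.

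Gaps of single arrays to the rest of their stage or group were tested with Dixon's ratio, the gap to the nearest other array over the whole range, in 110 groups of arrays, 21 for measures of whole arrays and 89 for named probes. It passed the 95% critical value in 11 groups, and chance passes about 1 in 20. The arrays CA1, lOM4 and OV3 lay far from the other arrays of their stages. CA1 lay at a mean distance of 1.54 from the other CA arrays, which lay at 0.867 to 0.889 (ratio 0.967). For lOM4 the distance was 1.033 against 0.765 to 0.792 (ratio 0.899), and for OV3 1.143 against 0.786 to 0.807 (ratio 0.941). Low signal as the source is argued against for CA1 and lOM4. Of the arrays of lower median signal than CA1 (545.5, the lowest in PG), 9 lay at 0.605 to 0.792 from their own stages, and lOM4, OV3 and AT2 farther. Of those lower than lOM4 (309.7), 4 lay at 0.704 to 0.774, and OV3 and AT2 farther. Low signal of OV3 cannot be told apart from other sources of its gap, since OV3 was at 210.8 against 500.2 to 759.3 in the other OV arrays, and only eOM2 was lower.

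CA1 was also the highest PG array for cytochrome b UF_Msa_AD_200245, at 16.78 against 9.54 to 12.18 (ratio 0.636), for cytochrome c oxidase I and II UF_Msa_AD_200314, at 16.61 against 9.46 to 11.69 (ratio 0.688), and for NADH dehydrogenase subunit 5 UF_Msa_AF_100194, at 9.86 against 3.07 to 4.19 (ratio 0.834). Over 16 mitochondrially encoded probes its median log2 signal was 11.05, against 5.40 to 6.75 in the other PG arrays and 8.17 to 9.89 in SG. A wrong stage label is argued against, because the stage nearest to CA1, lVtg, was at a mean distance of 1.425, while the lVtg arrays lay at 0.565 to 0.605 from each other. A mixture of tissues or a difference between the fish was not tested and stays open. Without CA1, the count from PG to SG was 1654.

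lOM4, on another slide than the other lOM arrays, lay at 0.956 from the OV arrays and at 1.025 from the other OM arrays. A label exchanged with an OV array is argued against, since every OV array lay closer to the other OV arrays than to OM, by 0.111 or more. Processing apart from the other OM arrays is consistent with the ratio of a pair of spike-in transcripts, whose log2 value was 1.37 on lOM4, between -0.7 and 0.67 on the other OM arrays and between 1.44 and 1.67 on OV arrays. The ratio varied within other groups too, from -0.32 to 1.37 over PG and SG and from 0.46 to 1.66 over AT. It therefore does not mark the OV arrays alone. A second ratio of spike-in transcripts did not set lOM4 apart, at 2.64 against 1.37 to 2.84 on the other OM arrays. Processing apart stays open, as does a fish closer to ovulation, which was not tested. Without lOM4, 3164 probes were called from OM to OV and 1947 from lOM to OV. For the gap of OV3 no other test was made. Without OV3, 1001 probes were called from OM to OV.

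The other named probes with an array apart from its group were ldlr UF_Msa_AD_200112, with eVtg1 highest in SG at 12.03 against 11.04 to 11.49 (ratio 0.543), and preproapolipoprotein A-I UF_Msa_AD_200340, with eVtg2 lowest in SG at 3.62 against 4.42 to 4.95 (ratio 0.599). Follistatin UF_Msa_AD_200213 had lVtg4 lowest in SG, at 4.33 against 5.56 to 6.45 (ratio 0.581). In OM, serine proteinase inhibitor UF_Msa_AD_200360 had lOM2 highest at 8.95 against 4.07 to 5.51 (ratio 0.704), and catenin beta like 1 UF_Msa_CF_126863 had lOM4 lowest at 9.91 against 10.68 to 11.28 (ratio 0.562). No technical or biological explanation was tested for these 5 probes.

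The paper does not report the probes of opposite strands. In 132 pairs of a forward and a reverse probe whose signals differed by more than 3 on the log2 scale, the median gap was 2.57 on AT2 and 4.31 on AT3, and 6.12 to 6.93 on the other arrays. The median of the weaker strand was 9.56 on AT2 and 6.84 on AT3 against 4.85 to 6.57. Low signal is argued against, since AT3 had a median signal of 752.4, above that of 19 of the arrays other than AT2, and the 4 arrays of lower signal than AT2, at 277.1, had gaps of 6.12 or more. The normalization is argued against by 75th percentile scaling, where AT3 was at 4.41 and AT2 at 2.55 while the other arrays were at 5.66 or more. Labelled material of both strands may be the source, since the strands correlated across pairs at 0.875 on AT3 and 0.887 on AT2, and at 0.622 to 0.791 on the other arrays. Probes are not independent replicates in these correlations. Signal from the opposite strand is also a candidate explanation for part of the probes higher in AT, as 83.7% of the higher calls among paired probes from OM to AT were on the weaker strand, against 31.8% from OM to OV and 52.6% from PG to SG. From SG to OM, where no AT array enters, it was 80%, of only 4 calls on the weaker strand and 1 on the other. DNA in the samples, antisense RNA and a state of atretic tissue remain open, and AT1, which lay at a gap of 6.91, did not share the pattern.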

How the results depend on the processing

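Array weights by gene and the count of probes with a database match were chosen only after the data were seen, the former because limma's planned default estimator of array weights did not converge, and its counts are not used.

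Of 81 log2 fold changes of named probes, 58 past the threshold, 77 kept their direction under every alternative run, and 36 kept both direction and side of the threshold, 32 of them past it. Normexp and no background correction each left 17 short of the threshold, and the slide block 14 of 63. The latter were neurogranin, progranulin, cathepsin D, cyclin G2, igf1 and follistatin from OM to OV, estrogen receptor alpha from OM to AT, apolipoprotein E from SG to OM and 6 probes without a gene title. The one-way ANOVA and the filter on dim probes changed none of 81 and 79 calls. The clades of PN with CA and of the Vtg with the OM stages, and the place of AT as most distant stage, held under the 8 alternatives in which distances were computed and without each array. Array weights and fits of only the arrays compared each brought 11 named values past the threshold.

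With 75th percentile scaling, the counts were 1994 from PG to SG, 191 from CA to eVtg, 1793 from lOM to OV and 511 increasing towards AT, and 6 stages had a neighbour in the sequence as nearest stage. The share of lower probes from OM to AT was 39.56%, against 52.87% after quantile normalization, 46.86% with cyclic LOESS and 42.85% on the authors' values. Cyclic LOESS gave 170 probes from CA to eVtg, and the authors' values 153, with 91 from lVtg to eOM. Normexp gave 739 from PG to SG, 291 from SG to OM, 0 in limma from PN to CA (1172 at an unadjusted p under 0.05, and 2 in the ANOVA on the quantile normalized values), 163 from CA to eVtg and 6 stages nearest to a neighbour. Without background correction these were 817, 315, 0 (1170 unadjusted), 167 and 6. With mean distances between single arrays, 5 stages were nearest to a neighbour. The ANOVA gave 2 from PN to CA and 146 from lVtg to eOM. The cause was not tested for any of these.

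With only the arrays compared in each fit, the counts were 2066 from PG to SG, 1479 from SG to OM, 1 from PN to CA, 1 from CA to eVtg, 66 from eVtg to lVtg, 881 from lVtg to eOM and 116 from lOM to AT. Such fits estimate the spread from fewer arrays. Array weights by gene gave 3324 from PG to SG, 1704 from SG to OM, 3497 from OM to OV, 98 from PN to CA, 1303 from CA to eVtg, 226 from eVtg to lVtg, 1531 from lVtg to eOM, 1 from eOM to lOM, 2723 from lOM to OV, 3679 increasing towards OV, and 3077 increasing and 3101 decreasing towards AT. The weights ranged from 0.071 to 4.75 in the fit of groups and from 0.069 to 4.605 in that of stages. In both fits AT1 had the lowest weight and AT3 the highest, with AT2 at 0.167 and 0.161. Weighted values for AT therefore rest mostly on AT3.

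With the slide as a random block, 6 probes were called from SG to OM, 365 from OM to OV, 170 from lOM to OV and, in limma, 0 from lVtg to eOM (963 unadjusted, 146 in the ANOVA without the block). In the trends the slide was a fixed block, which leaves only differences between stages on 1 slide. There limma called 0 increasing and 0 decreasing towards OV (1357 unadjusted) and 0 and 0 towards AT (914 unadjusted). With the scan day it called 0 and 0 towards OV (1322 unadjusted). No slide block value is given from PG to SG or from CA to eVtg, whose groups lie on 1 slide each. The lVtg and eOM arrays also lie on 1 slide each, so the 0 there cannot tell slide from stage. One-class SAM called 0 increasing and 0 decreasing towards AT, where it has 8 sign changes, and also recovered 0% of simulated 4-fold changes, so that it says nothing on stability. Without the last stage, limma called 3059 increasing and 3033 decreasing over the 6 stages shared by both trends.

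Counting only probes marked with a database match, which are fewer, gave 665 from PG to SG, 255 from SG to OM, 996 from OM to OV, 3417 from OM to AT with 66.75% lower, 3 from PN to CA, 52 from CA to eVtg, 34 from lVtg to eOM, 316 from lOM to OV and 2900 from lOM to AT. The percent of dim probes among the probes called was 2.82 from PG to SG, 15.21 from SG to OM, 7.21 from OM to OV and 7 from OM to AT, where dim means well above background on fewer than 75% of the arrays in both groups. It was 0.63, 6.44, 3.79 and 1.33 for probes well above background on no array of either group, a stricter definition. Signal over background limits the named probes that carry only a bound.

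Leaving out each array, after normalization of all, gave 898 to 1654 probes from PG to SG, 318 (without eVtg1) to 666 from SG to OM, 1001 (without OV3) to 3164 (without lOM4) from OM to OV and 4821 to 8110 from OM to AT. Between stages it gave 1 (without PN3) to 23 (without CA4) from PN to CA, 31 (without eVtg3) to 141 from CA to eVtg, 0 (without eOM2; 1364 unadjusted in limma) to 86 from lVtg to eOM and 0 to 1 (without lOM3) from eOM to lOM. From lOM to OV it gave 333 (without lOM2) to 1947 (without lOM4), and from lOM to AT 3474 (without AT2) to 7570. Towards OV 1866 to 2642 increased and 2312 to 3143 decreased. Towards AT 557 to 1411 increased and 926 to 1904 decreased, with both highest counts without AT1. The share of lower probes from OM to AT was 50.24 to 53.82%, and 6 to 7 stages were nearest to a neighbour.

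4 named values changed sign. star UF_Msa_AD_200270 from OM to OV was -0.475 with cyclic LOESS, -0.041 with normexp, -0.035 without background correction, -0.311 on the authors' values, -0.046 with the slide block and -0.189 to 0.38 without single arrays. Cytochrome b UF_Msa_AD_200245 from OM to OV was 0.255 with 75th percentile scaling, 0.166 with cyclic LOESS, 0.105 on the authors' values, 0.032 with array weights and -0.12 to 0.101 without single arrays. CYP3A68 UF_Msa_AD_200236 from OM to OV was 0.154 with 75th percentile scaling. mPR-alpha UF_Msa_AD_200191 from PG to SG was 0.012 without CA1, its highest value without single arrays, and -0.14 at the lowest. The cause was not tested.

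The replicate numbers did not pair the samples. In 0 of 28 pairs of stages were all correlations of samples with the same number over 0.1, with a mean of 0.031 against -0.009 for other numbers. With the replicate block, 1324 probes were called from PG to SG, 581 from SG to OM, 2238 from OM to OV and 7311 from OM to AT, and all 81 named values kept their direction and side.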

Differences from the paper's values

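The count of probes with a database match and the array weights by gene were chosen only after the values were seen. The paper's counts cover annotated probes, and those given here cover all probes. Alternatives are those set before the data were examined unless stated. Counts were taken to differ where one was over 1.5 times the other or only one was 0.

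From PN to CA the paper's count is 0, and 5 probes were called in limma here. The values of normexp and no background correction do not differ from the paper's, and those of the other alternatives do. From CA to eVtg the paper's count is 0 against 100 here, from eVtg to lVtg the paper's 9 against 0 here (414 at an unadjusted p under 0.05 in limma, 0 in the ANOVA), from lVtg to eOM the paper's 351 against 60 and from lOM to OV the paper's 94 against 787, and every alternative run differs in these 4. From lOM to AT the paper's count is 168 and the count here 6302, and of the alternatives only the fit of the arrays compared, with 116, does not differ.

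From PG to SG the paper's count is 645 against 1276 here. Normexp, no background correction and 1 of 16 fits without a single array do not differ, and the other alternatives do. The count of probes with a database match, 665, also does not differ and was chosen after seeing the values. From OM to OV the paper's 552 stands against 2135 and from OM to AT the paper's 2070 against 7227, and every alternative differs.

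The paper's trend counts are 1020 increasing and 1444 decreasing towards OV, against 2183 and 2646 here. For the decreasing transcripts 75th percentile scaling and one-class SAM do not differ, and all alternatives do for the increasing. Towards AT the paper's 62 increasing and 599 decreasing stand against 784 and 1220, and every alternative differs.

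A fold change was taken to differ where its sign did, or where the log2 values were further apart than the larger of the SDs within the groups compared, and a bound only where it was over 1.5 times the paper's. Of 51 fold changes set beside the paper's, 4 differ by this rule, all from OM to AT, and 0 of 43 differ on the authors' normalized values. Wider gaps do not differ by it where the AT arrays spread more, as for thyroid hormone receptor interactor 11 UF_Msa_AF_103101 (the paper's -23.5 against -9.67, SD 1.66 in AT on the log2 scale) and NADH dehydrogenase subunit 4L UF_Msa_AF_104745 (the paper's -9.23 against -4.1, SD 3.85). For estrogen receptor alpha UF_Msa_AD_200273 the paper's fold change is -6.02 and that found here -3.34. Cyclic LOESS, the authors' values and 1 of 11 fits without a single array do not differ, and the other alternatives do. For GABA receptor beta-3 UF_Msa_AF_108143 the paper's is -18.1 against -9.43, and cyclic LOESS, the authors' values, the replicate block and 3 of 11 fits without an array do not differ. For gad1 UF_Msa_AF_107029 the paper's is -2.49 against -1.67, and cyclic LOESS, the authors' values and 3 of 11 fits without an array do not differ. For catenin beta like 1 UF_Msa_CF_126863 the paper's is -2.25 against -3.14, and 75th percentile scaling, cyclic LOESS, the authors' values, the slide block and 5 of 11 fits without an array do not differ. For each of the last 3 the remaining alternatives differ.

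Some genes called in File S3 were not called by limma here and were called under other settings. The fit of only the arrays compared called preproapolipoprotein A-I, apoe, follistatin, mPR-alpha, star from SG to OM, selenoprotein P, fibrinogen beta chain, protocadherin b, aquaporin 1, serine proteinase inhibitor and estrogen receptor gamma. With 75th percentile scaling, follistatin, mPR-alpha, selenoprotein P, fibrinogen beta chain, estrogen receptor gamma and adenine nucleotide translocator were called. Cyclic LOESS and the authors' values each called mPR-alpha, star from SG to OM, gad1 and NADH dehydrogenase subunit 4L, the authors' values also adenine nucleotide translocator, and normexp called star. Array weights by gene, chosen after seeing the values, called preproapolipoprotein A-I, follistatin, mPR-alpha, star from SG to OM, fibrinogen beta chain, protocadherin b, serine proteinase inhibitor, GABA receptor gamma-3 (higher in AT), gad1, NADH dehydrogenase subunit 4L and adenine nucleotide translocator. The calls from GABA receptor gamma-3 onwards in this list were from OM to AT, where most of the weight in AT lay on AT3. Of fits without a single array, those without eVtg4 called follistatin, without lOM2 mPR-alpha, without lVtg3 or eOM1 star, without eOM4 protocadherin b, without lOM3 the opposite strand of the estrogen receptor gamma probe and without AT2 NADH dehydrogenase subunit 4L and adenine nucleotide translocator.

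Some stated directions were not found, or only in part, on the probe of highest signal. The paper gives ldlr as higher in SG, where UF_Msa_AD_200112 changed by -0.42 and UF_Msa_AD_200374 by 1.35. It gives apolipoproteins as higher in SG, where 4 of 11 titled probes were higher and 7 lower, with 0 called by limma (2 at an unadjusted p under 0.05), and apoA-IV4 UF_Msa_AD_200164 changed by -0.86. It gives star as high at ovulation, where UF_Msa_AD_200270 changed by 0.12 from OM and UF_Msa_AD_200319 was at least 2.13-fold higher. It gives CYP3A68 as high at ovulation, where UF_Msa_AD_200236 changed by -0.69 and UF_Msa_AD_200182 by 1.83. It gives cytb as decreasing late in maturation, where UF_Msa_AD_200245 changed by 0.43 from SG to OM and by -0.03 from OM to OV. These grouped means average over stages. By stage the probe was highest in lVtg, at 15.85, and lower after it, at 15.01 in eOM, 15.64 in lOM and 15.30 in OV. It gives GABA receptor subunits as lower in AT, where GABA receptor beta-3 UF_Msa_AF_108143 changed by -3.24 and gamma-3 UF_Msa_AF_104845 by 0.34. For gamma-3 the fold change in File S3 is 1.64, also higher in AT. It gives gad1 as higher early, where its highest stage mean was 4.48 in eOM.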

Other observations

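The test of directions within slides was drawn again, with fewer reassignments, after its result was seen, and its second draw is given. The division of probes by their signal in OM was chosen after the calls were seen. The other tests in this part were chosen before.

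Other splits of the same arrays into groups of the same size tell whether a count can come from chance. Chance cannot be excluded from PN to CA, where 3 of 35 splits gave as many calls, from CA to eVtg, with 2 of 35, or from lOM to OV, with 4 of 35. From eVtg to lVtg and from eOM to lOM, where limma called 0 probes (414 and 373 at an unadjusted p under 0.05, and 0 in the ANOVA), 35 of 35 splits gave as many, as any split must, so this says nothing on chance. The split of most calls between lOM and OV arrays, 1112, set lOM4, OV1, OV3 and OV4 apart, and that between OM and OV arrays, 2590, set lOM4, OV1, OV2 and OV3 apart, so both joined lOM4, alone on its slide, to OV arrays. With the slide as a random block, 170 probes were called from lOM to OV and 365 from OM to OV. By a share under 5%, applied to each of 13 counts without adjustment for their number, chance is excluded from lVtg to eOM and from lOM to AT, each with 1 of 35 splits, the smallest share that 35 splits can give. By the same share it is excluded from PG to SG, SG to OM and OM to AT and for the trends towards OV and AT, each with 1 of 100. It is also excluded from OM to OV, with 2 of 100, though the other of these 2 splits gave more calls than the real one. Between lOM and AT arrays the highest other split, with 5543 calls against 6302, set lOM4, AT2 and AT3 apart. Between OM and AT arrays the same 3 arrays gave 6635 against 7227. Counts nearly as high as the real ones thus arose with AT1 placed among the OM arrays. The splits ignore slides, which followed the stages, so they do not tell a stage from its slide. With the slide as a random block, limma called 0 probes from lVtg to eOM (963 at an unadjusted p under 0.05) and 6 from SG to OM. In the trends towards OV and AT, with the slide as a fixed block, it called 0 (1357 and 914 unadjusted). The random block left 4888 from lOM to AT and 5630 from OM to AT. No such value is given from PG to SG.

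Differences between slides may account for part of the calls between stages. lOM4, alone on its slide, lay at 1.033 from the other lOM arrays, against 0.939 between these and the arrays of PG, SG and OV, on other slides, and a mean of 1.802 between all lOM and AT arrays, while lOM1, lOM2 and lOM3 lay at 0.694 from the lVtg arrays on another slide and at 0.649 from each other. For the trend towards OV, 4885 probes had a slope between slides at an adjusted p under 0.05 in limma, and 53% of them changed the same way between the stages within slides. Stages reassigned within slides gave a median of 51.9% and a range of 22 to 72.5% in 100 reassignments (one-sided permutation p = 0.455). A biological difference between the stages is not excluded by either test.

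The excess of lower probes from OM to AT, 52.9%, was weighed against 3 explanations. Normalization between arrays is consistent with the share of 39.56% under 75th percentile scaling. Less labelled fish RNA on AT arrays is argued against, because the bright spike-in probes were lower in AT than in OM, by -3.34 on the log2 scale. Whether a single AT array makes the excess cannot be told apart from the small excess itself, since without AT2 the share was 50.24%. The 3 AT arrays differed, with 43.5% of the calls over 1.5-fold in the same direction on AT1, 96.1% on AT2 and 94.3% on AT3. Scanner signal does not set AT1 apart from AT3, with medians of 775.6 and 752.4. AT2 was at 277.1, so a part of the signal in the difference of AT2 is not excluded. The place of AT1 within the range of the other arrays, 163.1 to 1355.2, decides nothing, since that range is wide. All 3 AT arrays were over 1.5-fold from OM for 37.7% of the calls, and all 4 OV arrays for 59.9% of those from OM to OV.

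Changes from SG to OM ran opposite to those from OM to OV, with a correlation across probes of -0.275. With lOM used for the change from SG and eOM for the change to OV it was -0.097, with the reverse -0.212, and simulated unchanged groups that share OM gave -0.408. Shared OM arrays cannot be told apart from a true reversal here, since the values with separate arrays differ and the stages do too. Probes are not independent replicates.

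Probes near background as a source of the probes higher in OV cannot be told apart from a rise in OV, since a probe that rises from background to signal is not dim in both groups. Of the probes higher in OV, 3.33% were well above background on fewer than 75% of the arrays in both groups, against 8.98% of all probes, and 718 of the 1293 were among the 5069 probes dimmest in OM. Probes of 1 title in File S3 changed in the same direction for 79.5% of 88 pairs from OM to AT and for 59.1% from OM to OV. Probes of opposite strands may account for opposite directions of 1 gene, since the forward and reverse probes of 197 sequences had a median correlation of 0.142 over the arrays. The 3 probes with a virus in their title lay at percentiles of 93.8 (UF_Msa_AD_200056), 52.8 (UF_Msa_AD_200383) and 1.2 (UF_Msa_AD_200130) of the change from OM to OV among probes of like brightness, so a general rise of dim probes is consistent with the highest of them, which was well above background on 5 of 31 arrays.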
